# Functional changes in mRNA expression and alternative pre-mRNA splicing associated with the effects of nutrition on apoptosis and spermatogenesis in the adult testis

**DOI:** 10.1186/s12864-016-3385-8

**Published:** 2017-01-10

**Authors:** Yongjuan Guan, Guanxiang Liang, Graeme B. Martin, Le Luo Guan

**Keywords:** Nutrition, Spermatogenesis, Apoptosis, mRNAs, Pre-mRNA alternative splicing

## Abstract

**Background:**

The effects of nutrition on testis mass in the sexually mature male have long been known, however, the cellular and molecular processes of the testis response to nutrition was not fully understood.

**Methods:**

We tested whether the defects in spermatogenesis and increases in germ cell apoptosis in the testis that are induced by under-nutrition are associated with changes in mRNA expression and pre-mRNA alternative splicing using groups of 8 male sheep fed for a 10% increase or 10% decrease in body mass over 65 days.

**Results:**

We identified 2,243 mRNAs, including *TP53* and *Claudin 11*, that were differentially expressed in testis from underfed and well-fed sheep (FDR < 0.1), and found that their expression changed in parallel with variations in germ cell numbers, testis size, and spermatogenesis. Furthermore, pairs of 269 mRNAs and 48 miRNAs were identified on the basis of target prediction. The regulatory effect of miRNAs on mRNA expression, in combination with functional analysis, suggests that these miRNAs are involved in abnormal reproductive morphology, apoptosis and male infertility. Nutrition did not affect the total number of alternative splicing events, but affected 206 alternative splicing events. A total of 159 genes, including *CREM*, *SPATA6*, and *DDX4*, were differentially spliced between dietary treatments, with functions related to RNA splicing and spermatogenesis. In addition, three gene modules were positively correlated with spermatogenesis-related phenotypic traits and negatively related to apoptosis-related phenotypic traits. Among these gene modules, seven (*CFLAR*, *PTPRC*, *F2R*, *MAP3K1*, *EPHA7*, *APP, BCAP31*) were also differentially expressed between nutritional treatments, indicating their potential as markers of spermatogenesis or apoptosis.

**Conclusions:**

Our findings on significant changes in mRNAs and pre-mRNA alternative splicing under-nutrition suggest that they may partly explain the disruption of spermatogenesis and the increase germ cell apoptosis. However, more research is required to verify their causal effects in regulating spermatogenesis and germ cell apoptosis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3385-8) contains supplementary material, which is available to authorized users.

## Background

The development of mature haploid spermatozoa from diploid spermatogonial cells [1] can be affected by many factors, including photoperiod, hormones, temperature and nutrition. The effects of nutrition on testis mass in the sexually mature male have long been known, as has the direct relationship between testicular mass and sperm production [2]. In addition, with change in testicular size, the efficiency of sperm production also changes [3]. We have been investigating the cellular and molecular processes of the testis response to nutrition, and we have found that under-nutrition despaired spermatogenesis in adult sheep [4, 5].

Within the testis, spermatogenesis is a strictly regulated process, at both the transcriptional and the post-transcriptional level [6]. In recent years, a novel mechanism of post-transcriptional control, mediated by microRNAs (miRNAs), has emerged as an important regulator of spermatogenesis [6, 7]. miRNAs are small (~22 nucleotides) endogenous RNAs that negatively regulate gene expression by targeting the 3′untranslated region (3′UTR) [8] and/or coding region [9] of mRNAs. We have recently found that the expression of a number of miRNAs is affected by nutrition in sexually mature male sheep, and most of the predicted targets of the differentially expressed miRNAs were mainly involved in reproductive system development and function [10]. However, the regulatory relationship between these miRNAs and their corresponding mRNAs targets in testis remains to be verified. We therefore decided to profile mRNA expression in the testes of well-fed and underfed male sheep using RNA-seq so we could explore the relationships between the miRNAs we had identified and their putative targets.

In addition to the disruption of spermatogenesis, under-nutrition of sexually mature male sheep increased apoptosis in germ cells [10]. Our recent study has revealed higher levels of expression of miR-98 in underfed sheep than in well-fed sheep [10] and this miRNA has been reported to play a critical role in apoptosis [11]. Since the molecular mechanisms through which miRNAs regulate the expression of apoptosis-related genes are still controversial, we decided to explore these processes further using our nutritional model.

It has also been reported that spermatogenesis and a large number of apoptotic factors are regulated by alternative pre-mRNA splicing that generates multiple transcript species from a common mRNA precursor and thus raises protein diversity and allows the system to cope with the increasingly broad spectrum of functional and behavioural complexity [12, 13]. To date, eight types of alternative splicing have been reported: cassette exon, alternative 5′ splice site, alternative 3′ splice site, mutually exclusive exon, coordinates cassette exons, alternative first exon, alternative last exon and intron retention [14]. We therefore also tested the hypothesis that nutritional treatment will induce differences in alternative splicing, and these changes will be related to the regulation of spermatogenesis and germ cell apoptosis in the testis.

Overall, this study used testicular tissue from under-fed and well-fed sexually mature sheep to pursue four objectives: 1) To investigate the differences of the expression of mRNAs; 2) To evaluate the influence of miRNAs on spermatogenesis and the expression of apoptosis-related genes; 3) To explore the relationships between alternative pre-mRNA splicing and spermatogenesis and apoptosis; 4) To investigate the relationships between the gene modules and spermatogenesis and apoptosis related phenotypic traits.

## Methods

The experimental protocol was approved by the Animal Ethics Committee of the CSIRO Centre for Environment and Life Sciences, Floreat, Western Australia (Project No.1202).

### Animals and treatments

From May to July (autumn-winter), 24 Merino male sheep (age 24 months, body mass 65.7 ± 4.7 kg, scrotal circumference 31.8 ± 2.5 cm) were housed in individual pens in a building with windows that allowed good penetration of natural light at Floreat, Western Australia. During the 3-week acclimatization period, all sheep were fed daily with 750 g oaten chaff (8.4% crude protein; 8.0 MJ/Kg metabolisable energy) and 200 g lupin grain (35.8% crude protein; 13.0 MJ/Kg metabolisable energy). At the start of the treatment period (end of May; mid-autumn), the animals were allocated into three dietary treatment groups (high, maintenance and low) balanced for training success to semen collection, body mass, scrotal circumference, temperament, poll-horn type, and sperm quality (the percentage of live and motile sperm, sperm concentration). Animals fed their maintenance requirements were expected to maintain constant body mass. The high diet was designed to allow the animals to gain 10% live weight over 65 days whereas the low diet was designed to allow 10% loss in weight. At the start of the treatment period, individual daily allowance was 1.2 kg oaten chaff plus 0.3 kg lupin grain for the rams in the high-diet group, 0.7 kg chaff and 0.18 kg lupin grain for the maintenance group, and 0.51 kg chaff and 0.13 kg lupin grain for the low-diet group. Every week, the animals were weighed and the amount of feed offered to each individual was adjusted to ensure achievement of target live weight.

The data on the effects of nutritional treatments on body mass, scrotal circumference, semen quality and spermatozoal quality, Sertoli cell number and quality were published before [4, 5]. Our previous work showed significant differences between High diet and Low diet in terms of the above parameters, with the values for maintenance-fed rams being generally similar to those for the High diet. For purposes of the current study, we decided to perform RNA-Seq only with the two extreme groups (testis growing versus testis shrinking) to determine the factors that contribute to the huge differences in phenotype.

### Tissue Collection and preservation

After 65 days, all male sheep were killed with intravenous overdose of sodium pentobarbitone, and the testes were immediately removed, dissected and weighed. Three samples were chosen from top, middle and bottom parts of both testes (~1 cm^3^ for each); those from the right testis were snap-frozen in liquid nitrogen and stored at −80 °C for RNA isolation.

### Isolation of RNA

About 1 cm^3^ tissues from top, middle and bottom parts of the right testes were mixed and grinded to powder in liquid nitrogen for RNA isolation. The trizol method was used to isolate total RNA [15] from testis samples. The quality and quantity of the RNA were determined by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA). Only RNA with an integrity number (RIN) greater than 7.0 was used for further analysis.

### Small RNA library sequencing and Identification of miRNAs

The methodology details and outcomes for miRNAs have been reported elsewhere [10].

### Construction and sequencing of the RNA-seq library

Total RNA (1.0 μg each) from each sample was used to construct RNA-seq libraries with a unique index using the TruSeq mRNA Sample Preparation kit (Illumina, San Diego, CA) according to the manufacturer’s instruction. Quantitative real time PCR (qPCR) was performed for library quantification using the StepOnePlus™ Real-Time PCR System (Applied Biosystems, Carlsbad, CA) and KAPA SYBR Fast ABI Prism qPCR kit (Kapa Biosystems, Woburn, MA). Individual libraries were then pooled for sequencing at Génome Québec (Montréal, Canada) using the HiSeq 2000 system (Illumina). Sequencing was performed as 100 bp paired-end reads. All reads were de-multiplexed according to their index sequences with CASAVA version 1.8 (Illumina) and reads that did not pass the Illumina chastity filter were discarded.

### Mapping and annotation of RNA-seq reads

RNA-seq reads were aligned to the ovine genome (OAR 3.1) using Tophat 2.0.10 with default parameters [16]. Each BAM file obtained from TopHat2 and the GTF file obtained from ENSEMBL (v75.30) were used in the htseq-count (http://www-huber.embl.de/users/anders/HTSeq/) to determine the number of reads mapped to each gene.

### Identification of differentially expressed (DE) mRNAs

Differentially expressed (DE) mRNAs were investigated with the bioinformatics tool, edgeR that utilizes a negative binomial distribution to model sequencing data [17]. The expression of mRNAs in each library was normalized to counts per million reads (CPM) with the formula: CPM = (reads number/total reads number per library) × 1,000,000. mRNAs with CPM > 5 in at least 50% of the samples were subjected to DE analysis. Fold changes were defined as ratios of arithmetic means of CPM within each comparison group. Significant DE mRNAs were determined by an adjusted *P* value (False discovery rate, FDR < 0.1) based on Benjamini and Hochberg multiple testing correction [18] as well as fold change > 1.5 [19].

### Validation of mRNA expression using RT-qPCR

RT-qPCR was performed using SYBR Green (Fast SYBR® Green Master Mix; Applied Biosystems) to validate mRNA expression of six differentially expressed genes: *PIWIL1*, *SPATA4, INHBA*, *FOXO3*, *PTEN*, *CYP51A1*. Oligonucleotide primer sequences for these genes were designed using NCBI primer blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome) and the primer for glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was obtained from a published source (Table 1). Total RNA (1 μg) from each sample was treated with DNAase I (Invitrogen), and reverse-transcribed to cDNA using SuperScript II reverse transcriptase following the manufacturer’s protocol (Invitrogen). Fluorescence signal was detected with StepOnePlus™ Real-Time PCR System (Applied Biosystems). In total, each reaction contained 10 μl Fast SYBR Green Master Mix (Applied Biosystems), 1 μl of forward primer (20 pmol/μl), 1 μl of reverse primer (20 pmol/μl), 7 μl nuclease-free water, and 1 μl cDNA template. Samples were measured in triplicate using the following protocol: 95 °C for 10 min for initial denaturation and then 40 cycles of 95 °C for 20 s, followed by annealing/extension for 30 s at 60 °C. Analysis of melting curves was used to monitor PCR product purity. Amplification of a single PCR product was confirmed by agarose gel electrophoresis and DNA sequencing (data not shown). One-way ANOVA was used to compare the groups, and *P* < 0.05 was considered significant. Data are expressed as Mean ± SEM.

**Table 1:** Details of primers used for RT-qPCR

Gene	Abbrev.	Sequence	Product length (bp)
Piwi-Like RNA-Mediated Gene Silencing 1	PIWIL1	F:CTGGTTCTCTCGCTGTGTGT	90
		R:TTCCAAGCCCTTAGAGCAGC	
Spermatogenesis Associated 4	SPATA4	F:CTCTCGATCACCATCCTGCC	106
		R:CTCAATGCACTCATGCTCGC	
Inhibin beta A	INHBA	F:AGGTGGTGGATGCTCGAAAG	125
		R:GGTCTCCTGACACTGCTCAC	
Forkhead box O3	FOXO3	F:ATGGCAACCAGACACTCCAG	97
		R:CTGGCCTGAGACATCAAGGG	
Phosphatase and tensin homolog	PTEN	F:CGGCCGTTCCGAGGATT	99
		R:CTGGATGGTTGCAGCGACT	
Cytochrome P450, Family 51, Subfamily A, Polypeptide 1	CYP51A1	F:TACCTACCTGCTGGGGAGTG	107
		R:TCCCAAACACAGGTGTCGTC	
Glyceraldehyde-3-phosphate dehydrogenase	GAPDH	F:CTGCTGACGCTCCCATGTTTGT	150
		R:TAAGTCCCTCCACGATGCCAAA	

### Construction of miRNA-mRNA regulatory relationships

The results for miRNAs were all obtained from a previous study using the same samples [10]. The predicted regulatory relationships between differentially expressed miRNAs and differentially expressed mRNAs were identified on the basis of two criteria as suggested by previous studies [20, 21]: negative correlation and computational target prediction. Genes targeted by miRNAs were predicted by TargetScan Release 6.0 (http://www.targetscan.org/) and miRanda (http://www.microrna.org/microrna/home.do). Target genes predicted by both TargetScan (default parameters) and miRanda (total score > 145, total energy < −10 kcal/mol) were used for further analysis [22]. Pairwise Pearson correlation coefficient (R) was computed for each miRNA and their predicted target genes, and multiple testing corrections were done by calculating FDR. Significant miRNA-mRNA pairs were defined as R < −0.9 and FDR < 0.1.

### Functional analysis for DE mRNAs

The identities of the DE mRNAs in the miRNA-mRNA regulatory relationships were uploaded into IPA software (Ingenuity Systems, www.ingenuity.com) to detect the top functions. A threshold of *P* < 0.01 was applied to enrich significant biological functions. The IPA regulation *z*-score algorithm was used to predict the direction of change for a given function (increase or decrease), with a *z*-score > 2 suggesting a significant increase whereas a *z*-score < −2 suggesting a significant decrease. The GO terms were defined and the KEGG pathways were enriched using Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov) [23]. For each analysis, the functional annotation clustering option was used and significant GO terms and KEGG pathways were declared at *P* < 0.05 and molecule number > 2.

### Identification and annotation of alternative splicing (AS) events

TopHat2 was used to predict the splice junctions (options: −a 19, −g 1, −-max-intron-length 17325, and --min-intron-length 81). A total of 15 million reads were randomly selected from each sample for analysis to make sure that the comparison was at the same level [14]. JuncBASE was used to annotate all AS events (cassette exons, alternative 5′ splice site, alternative 3′ splice site, mutually exclusive exons, coordinate cassette exons, alternative first exons, alternative last exons, and intron retention) and calculate the Percentage Spliced Index (PSI) [24]. Splicing analysis was performed for events that had at least 20 reads and the PSI differences (ΔPSI) are higher than 10% [25].

### The relationship between gene modules with sheep phenotypic traits

A weighted gene co-expression network was constructed for all samples using the WGCNA package in R to analyse the expressed mRNAs (CPM > 1 in at least 8 samples) [26]. Briefly, a matrix of pairwise correlations between all pairs of genes across all samples was constructed. An adjacency matrix was then calculated, using the correlation matrix of the expression sets, and transformed into a topological overlap matrix that was then used to derive a distance matrix of hierarchical clustering. Finally, the mRNAs were assigned into different modules based on hierarchical clustering. Modules with eigengenes (defined as the first principal component of each module and considered as a representative of the gene expression profiles in that module) that were highly correlated were then merged. All these steps were performed using the ‘blockwiseModules’ function in the WGCNA package, using the major parameters described previously [27]. The correlations were calculated for the relationships between module eigengenes and phenotypes (testis weight, sperm number per testis, tubule diameter, seminiferous epithelium volume, change of scrotal circumference, apoptotic cells/tubule; Additional file 1: Table S1).

## Results

### High Quality RNA-seq data were obtained from all samples

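RNA from the testes of 16 Merino male sheep was sequenced, 8 from the high diet group and 8 from the low diet group. The high diet was designed for a gain of 10% in live weight over 65 days, and the low diet for a loss of the same size. The authors aligned the paired-end reads to OAR3.1 with Tophat, counted them on Ensembl genes with htseq-count and deposited CPM values of 25197 genes for each sheep. A CPM value is the number of reads on a gene divided by the library total and scaled by a constant, so each value is a whole multiple of what 1 read is worth. In every library, 100% of the values came out as whole reads. The library totals recovered in this way ranged from 9552149 to 18230076 reads in well-fed sheep (median 13997249.5) and from 7646547 to 14690953 in underfed sheep (median 10883403.5). The smallest value that 3 reads can show was 0.165 CPM in the largest library and 0.392 CPM in the smallest. Intervals and floors cover counting error only. No pair of libraries of one diet held the same values, and the chi-square per gene between them was at least 18.1. For the tests across genes, CPM was divided by edgeR's TMM factor of each library, a pseudocount of 1 CPM was added, and log2 values were compared between diets with limma. Fold changes are low diet over high diet on this log2(CPM + 1) scale, which understates the change of genes with low values. Genes with CPM above 5 in at least 8 libraries were tested. The files list genes by Ensembl identifier, and symbols for 1763 of them were taken from Tables S2 and S4.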

More than 350 million sequenced paired-end reads were obtained from 16 libraries, of which an average of 76% could be mapped to OAR3.1 (http://www.livestockgenomics.csiro.au/). The genomics region of reads, the RNA-seq 3′/5′ bias and the sequencing depth were analysed to evaluate the quality of the RNA-seq data. Around 50% of the reads were derived from exonic regions, while around 20% were derived from intergenic or intronic regions (Fig. 1a and b). In general, the coverage of reads along each transcript revealed no obvious 3′/5′ bias (Fig. 1c). As can be seen in Fig. 1d, the number of transcripts detected increased as the number of the sequencing reads increased. 

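The expected number of genes with at least 1 read was computed for random draws from the reads of each library. With 1000000 reads drawn, it was 14711 ± 594 (SD, n = 8) in well-fed sheep and 15382 ± 319 (SD, n = 8) in underfed sheep. With 7000000 reads drawn, close to the size of the smallest library, it was 17738 ± 529 in well-fed sheep and 18251 ± 325 in underfed sheep. More genes were detected in underfed sheep at the same number of reads (exact permutation test, two-sided, p = 0.0093 at 1000000 reads and p = 0.032 at 7000000 reads, n = 8 per diet). With sheep of the same replicate number taken as a block, the exact sign-flip test gave p = 0.023 and p = 0.070.

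**Figure D1:**
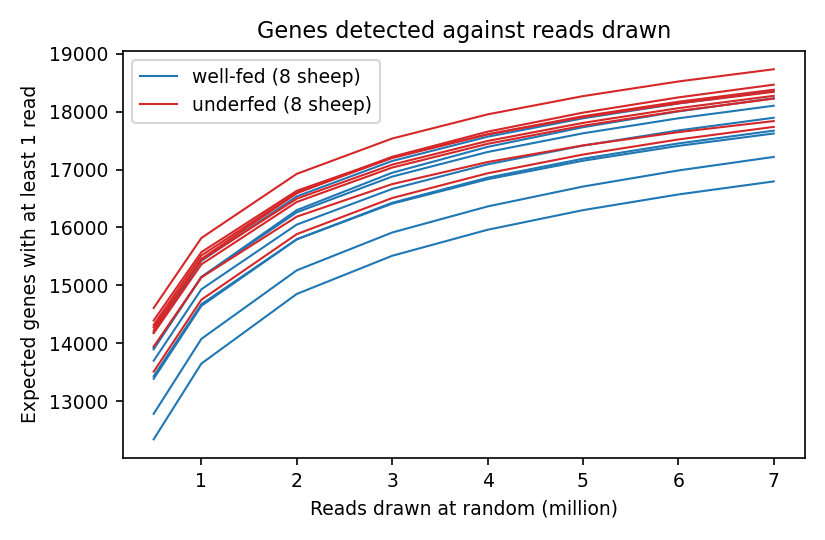
Expected number of genes with at least 1 read (y-axis) against the number of reads drawn at random (x-axis, in units of 1000000 reads), with 1 line per sheep coloured by diet. The lines are still rising at 7000000 reads, where they lie between 16796 and 18734 genes.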

Finally, analysis of the sequencing coverage along each chromosome showed extensive transcriptional activity for the entire genome (Additional file 2: Figure S1).

**Fig. 1:**
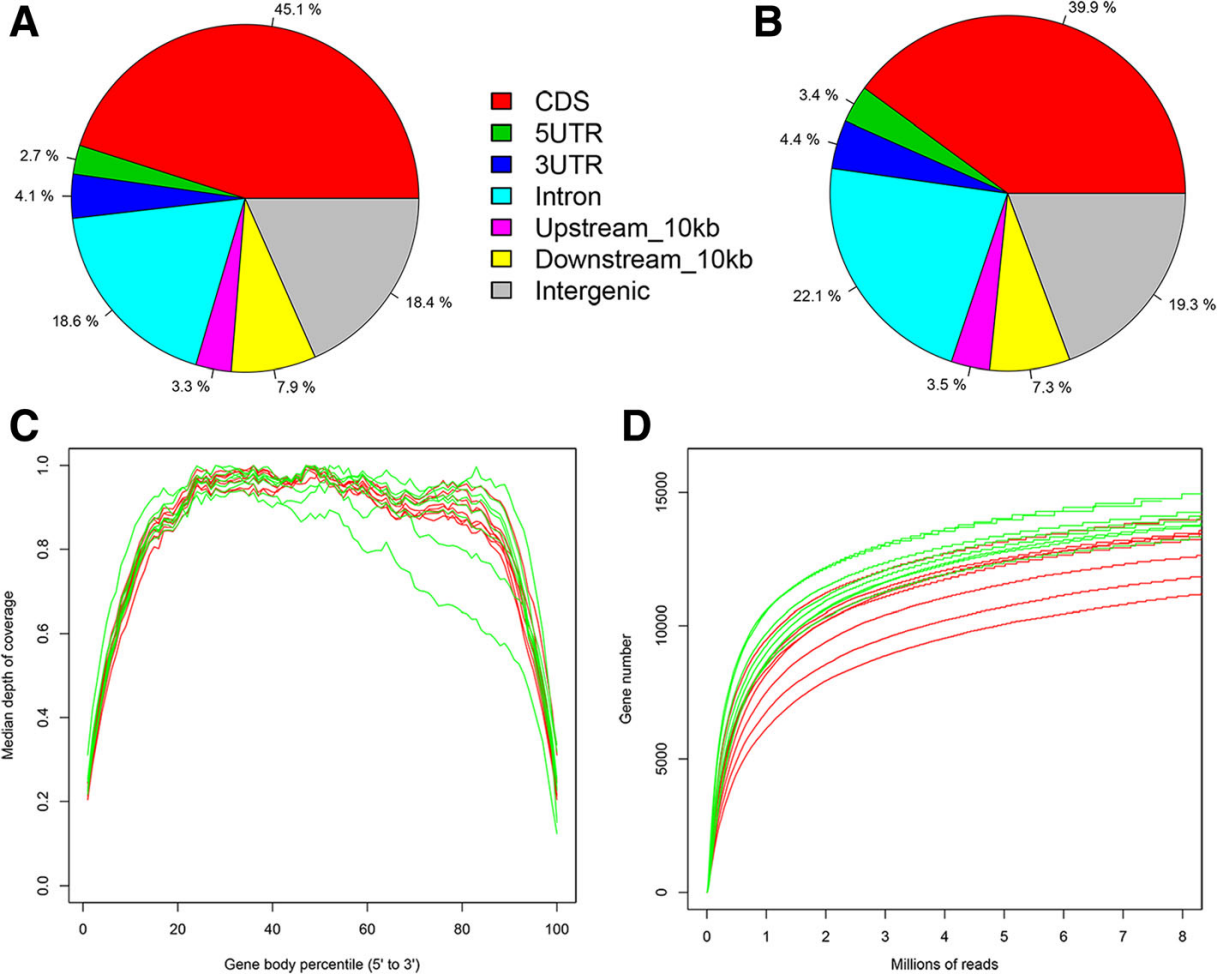
Quality and features of the RNA-seq datasets obtained from testis of male sheep. Distribution of the RNA-seq reads from High Diet group (**a**) and Low Diet group (**b**) along the annotated features of the sheep genome. **c** Relationship between the RNA-seq read coverage and the length of the transcriptional unit. The x-axis indicates the relative length of the transcripts. **d** Saturation curve for gene detection. Randomly sampled reads are plotted against the expressed genes

### Profile of mRNAs in sheep testis

An average of 13,980,416 (SD = 2,930,788) reads from high diet and 11,014,809 (SD = 2,524,631) from low diet were mapped to Ensembl gene annotation database (*P* < 0.05). 

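The totals recovered from the deposited CPM were 13980417 ± 2930788 reads (SD, n = 8) in the high diet group and 11014809.8 ± 2524632 reads (SD, n = 8) in the low diet group. The difference of -2965607 reads was close to the 0.05 level (exact permutation test, two-sided, p = 0.0499 over 12870 assignments). With the replicate number as a block the difference was the same, the high diet library was the larger in 8 of 8 pairs, and the exact sign-flip test gave p = 0.0078. The difference of medians, -3113846 reads, was the alternative furthest from the 0.05 level (exact permutation test, p = 0.12). Leaving out each sheep in turn gave p from 0.019 to 0.097 in the exact permutation test.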

A total of 13,859 genes were detected in testicular tissue from the low diet group, compared to 14,561 from the high diet group. 

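With detection taken as CPM above 1 in at least 4 of the 8 libraries of a diet, 14789 genes were detected in the low diet group and 14074 in the high diet group. Of these, 13944 were detected in both groups, 845 in the low diet group only and 130 in the high diet group only. Counted in each library, 14562 ± 325 genes (SD, n = 8) had CPM above 1 in underfed sheep and 13850.2 ± 629 genes (SD, n = 8) in well-fed sheep. The difference of 712 genes was past the 0.05 level (exact permutation test, two-sided, p = 0.0095). With the replicate number as a block it was the same, with p = 0.023 in the exact sign-flip test. Counting genes from 1 read up in libraries of unequal depth moved the difference most, to 141 genes (exact permutation test, p = 0.50). With every library thinned to 7646547 reads, 18371 ± 321 genes in underfed sheep and 17864 ± 529 in well-fed sheep had at least 1 read (exact permutation test, p = 0.033, n = 8 per diet). At this equal depth the exact sign-flip test with the block gave p = 0.070, the difference of medians p = 0.054 in the exact permutation test, and leaving out each sheep in turn p up to 0.069.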

In total, 11,748 genes were expressed in all 16 animals. 

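CPM was above 1 in each of the 16 libraries for 11748 genes. The number was 12851 over the 8 libraries of the low diet group and 11998 over the 8 of the high diet group. At least 1 read was counted in all 16 libraries for 15478 genes, and in any library for 22284 genes.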

The most abundant transcript (~2% of total reads) was from the 7SK gene, a small nuclear RNA involved in pre-mRNA splicing and processing. 

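The feature listed as ENSOARG00000023715 had the highest CPM in every library, with a mean of 1.95% of the reads on genes over the 16 libraries. The files give its identifier and not its name. Its share was 1.54% ± 0.556 (SD, n = 8) in well-fed sheep and 2.36% ± 1.34 (SD, n = 8) in underfed sheep, a difference within the spread between sheep (exact permutation test, two-sided, p = 0.14). The block on the replicate number left the difference at 0.815 percentage points (exact sign-flip test, p = 0.30). The share ranged from 0.871% (95% Wilson interval 0.867% to 0.876%) in high diet replicate 7 to 4.85% (95% Wilson interval 4.84% to 4.87%) in low diet replicate 7.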

Functional analysis with DAVID software revealed that the most highly expressed 3,000 genes were mainly related to cell cycles, protein catabolic processes, and spermatogenesis (Table 2). Only genes (14,385) that were expressed in at least 8 libraries were used for further analysis.

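CPM was above 1 in at least 8 of the 16 libraries for 14385 genes. The filter that the methods give for differential expression, CPM above 5 in at least 8 libraries, left 11148 genes.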

**Table 2:** The 15 functions most commonly related to the most highly expressed 3000 genes (as determined by DAVID software). *P* value indicates the relevance of the function (lower value means greater relevance)

Term	Count	*P*-Value
cell cycle	232	5.49E-35
cell cycle process	185	2.43E-33
modification-dependent macromolecule catabolic process	177	2.43E-28
modification-dependent protein catabolic process	177	2.43E-28
proteolysis involved in cellular protein catabolic process	181	1.05E-27
cellular protein catabolic process	181	2.03E-27
protein catabolic process	184	4.97E-27
M phase	121	7.18E-27
intracellular transport	190	1.39E-26
male gamete generation	114	1.30E-25
spermatogenesis	114	1.30E-25
cellular macromolecule catabolic process	200	3.66E-25
cell cycle phase	135	3.62E-24
macromolecule catabolic process	208	4.51E-24
sexual reproduction	144	5.26E-24

### Effects of nutrition on mRNA expression

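Of 11148 genes tested, 1808 had an adjusted p-value under 0.1 from limma with Benjamini-Hochberg adjustment and a ratio of arithmetic mean CPM above 1.5 in the same direction. Of these, 1204 were expressed more and 604 less in underfed than in well-fed sheep. The adjusted p-value alone gave 2396 genes, 1215 expressed more and 1181 less. The median log2 fold change of all genes tested was 0.01 with TMM factors and 0.17 on library totals. With the replicate number as a block 1067 genes passed, 692 expressed more and 375 less. In expression, sheep of the same replicate number did not deviate together, with a mean correlation of their deviations from the diet means of -0.15 against 0.02 for different numbers (exact test over 40320 matchings, one-sided, p = 0.81). A pairing in library size is not ruled out (r = 0.66 between the reads of same-numbered sheep, exact permutation test over matchings, two-sided, p = 0.082, 8 pairs). Testis weight as a covariate moved the count most, to 0 genes, with 544 genes at an unadjusted p under 0.05. The edgeR quasi-likelihood test, which the design had named for counts and which was added as an alternative on the recovered reads after the values were seen, called 1673 genes.
CLDN11 (ENSOARG00000000208), which encodes Claudin 11, was expressed at 148 ± 97.9 CPM (SD, n = 8) in underfed and 62.8 ± 13.6 CPM (SD, n = 8) in well-fed sheep, a log2 fold change of 0.87 (standard error 0.28, adjusted p = 0.060 from limma with Benjamini-Hochberg adjustment). CYP51A1 (ENSOARG00000017477) was expressed at 188 ± 49.9 CPM in underfed and 272 ± 83.4 CPM in well-fed sheep, a log2 fold change of -0.69 (standard error 0.24, adjusted p = 0.073 from limma). SPATA4 (ENSOARG00000006752) was expressed at 163.4 ± 49.4 CPM and 229.9 ± 38.4 CPM, a log2 fold change of -0.71 (standard error 0.21, adjusted p = 0.047 from limma). The ratio of mean CPM, well-fed over underfed, was under 1.5 for CYP51A1 (1.45) and SPATA4 (1.41), and above it on TMM-scaled CPM (1.68 and 1.59), a scale for the ratio added after the values were seen. With the block on the replicate number the adjusted p from limma was 0.12 for CLDN11, 0.12 for CYP51A1 and 0.094 for SPATA4. Without TMM factors the adjusted p of CYP51A1 from limma was 0.103. Without a filter the adjusted p from limma was 0.118 for CLDN11, 0.114 for CYP51A1 and 0.079 for SPATA4. With each sheep left out in turn, it stayed under 0.1 in 13 of 16 fits for CLDN11, 8 for CYP51A1 and 13 for SPATA4. Among genes past both criteria, the 5 smallest p-values in each direction belonged to PPM1K, ARHGAP36, INSR, LRRC8D and TMEM2, with log2 fold changes from 0.97 to 1.53 for those expressed more in underfed sheep, and to SMPDL3A, CATSPERB, SLC17A1, SETD9 and ENSOARG00000011871, with log2 fold changes from -2.40 to -1.06 for those expressed less.

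**Figure D2:**
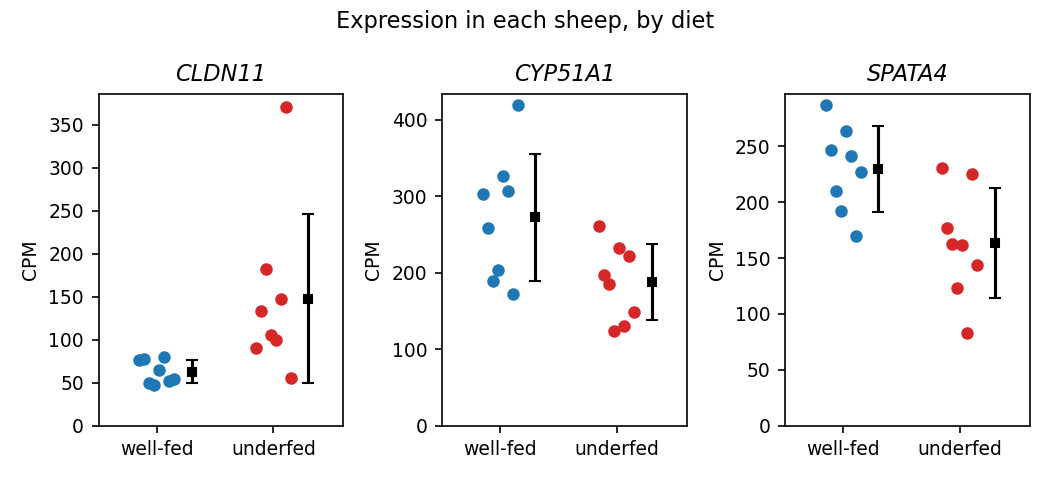
CPM (y-axis, linear, from 0) of CLDN11, CYP51A1 and SPATA4 in each sheep, by diet (x-axis). Points are sheep, squares and bars the mean and SD of 8 sheep, and the highest value of CLDN11 is 370.4 CPM in an underfed sheep.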

In total, 2,243 mRNAs were found to be differentially expressed (DE) when comparing underfed with well-fed male sheep (Additional file 3: Table S2), of which 1,081 were expressed more in underfed than well-fed sheep (eg, *TP53* and *Claudin 11*) and 1,162 were expressed less in underfed than well-fed sheep (eg, *CYP51A1* and *SPATA4*)*.* IPA analysis revealed that the functions of most of the DE *mRNAs* are related to quantity of germ cells, testis size, quantity of Sertoli cells, and quantity of connective tissue cells (Fig. 2). We considered genes that were related to more than one function may be more important, such as FOXO3, PTEN, CYP51A1, INHBA and SPATA4. Therefore, they were selected for further RT-qPCR validation analysis. Further functional analysis using DAVID, produced largely the same outcome, indicating that most common functions of DE mRNAs to be in the cell cycle (*n* = 116), spermatid development (*n* = 16), spermatogenesis (*n* = 48), and DNA replication (*n* = 18) (Additional file 4: Table S3). Importantly, one gene, *PIWIL1* (*MIWI*), were associated with all of these functions.

**Fig. 2:**
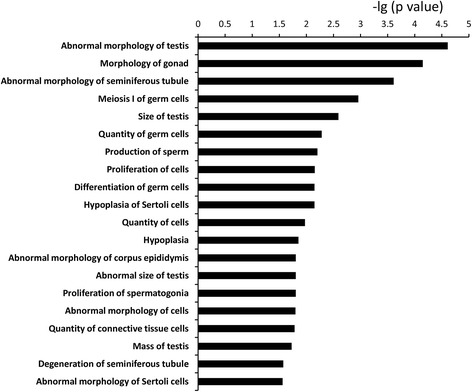
The 20 functions most commonly related to the differentially expressed mRNAs in testis from underfed and well-fed male sheep, as determined by IPA software. *P* value indicates the relevance of the function (lower value means greater relevance)

### RT-qPCR validation of differentially expressed genes

Six mRNAs were selected from the DE mRNAs and the RT-qPCR results were consistent with the sequencing data for all of them. 

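In the sequencing data INHBA, FOXO3, CYP51A1 and SPATA4 each had an adjusted p-value under 0.1 from limma with Benjamini-Hochberg adjustment. With each sheep left out in turn, INHBA and FOXO3 kept it in 16 of 16 fits, SPATA4 in 13 and CYP51A1 in 8. INHBA and FOXO3 also passed the threshold of 1.5 on the ratio of mean CPM. CYP51A1 and SPATA4 passed it with the ratio taken on TMM-scaled CPM and not on library totals. Tested alone and without regard to pairs, the difference of mean log2 values had p = 0.016 for CYP51A1 and p = 0.0050 for SPATA4 (exact permutation tests, two-sided). CYP51A1 was lower in the underfed sheep of 7 of the 8 same-numbered pairs. SPATA4 was below every well-fed sheep in 6 of 8 underfed sheep. PIWIL1 was not analysed here.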

For example, both the sequencing data and the RT-qPCR results showed that *PIWIL1* was expressed at a lower level in underfed males than in well-fed males (Additional file 5: Figure S2). In addition, the expression of *INHBA* was down regulated in well-fed male sheep (Additional file 5: Figure S2).

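INHBA (ENSOARG00000017475) was expressed at 15.0 ± 5.73 CPM (SD, n = 8) in underfed and 5.89 ± 4.56 CPM (SD, n = 8) in well-fed sheep. The log2 fold change was 1.23 (standard error 0.32, adjusted p = 0.036 from limma with Benjamini-Hochberg adjustment). In 4 of 8 underfed sheep it was higher than in every well-fed sheep. The difference of mean log2 values had p = 0.0050 (exact permutation test, two-sided). With each sheep left out in turn the log2 fold change stayed between 1.07 and 1.44. The block on the replicate number gave an adjusted p of 0.059 from limma.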

### The relationship between gene modules with sheep phenotypic traits

A total of 15 modules were obtained using WGCNA analysis, of which three (Modules 7, 9 and 10) were of interest because the relationships were strong (correlation coefficient > ± 0.5; *P* < 0.01). These modules were negatively correlated with testis weight, tubule diameter, seminiferous epithelium volume and change in scrotal circumference, and positively correlated with apoptotic cells/tubule. 

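WGCNA was not run here. In its place 14385 genes were grouped into 15 clusters by Ward's method on scaled log2 values, a choice made after the values were seen, and the first principal component of each cluster was correlated with the traits of Table S1. These clusters are not the modules of the paper. The diets did not overlap on the change in scrotal circumference, from -0.8 to 3.6 cm in well-fed and from -5.2 to -1.6 cm in underfed sheep, so no pooled correlation is given for it, although its relations are counted in the adjustment. For testis weight 3 clusters had a correlation beyond 0.5 in size with p under 0.01. Cluster 9, of 657 genes including BCAP31, had r = -0.84 (permutation test, p = 0.00012, adjusted p = 0.011 over 90 relations) and rho = -0.77 (permutation test, p = 0.00067). Cluster 2, of 1133 genes including F2R and MAP3K1, had r = -0.72 (permutation test, p = 0.0022, adjusted p = 0.032) and rho = -0.74 (permutation test, p = 0.0014). CFLAR and PTPRC fell in cluster 6 and EPHA7 in cluster 12. Over the 16 sheep neither cluster was related to testis weight. For cluster 6 r was -0.13 (permutation test, p = 0.62, adjusted p = 0.85, rho = -0.16 with p = 0.57). For cluster 12 r was -0.20 (permutation test, p = 0.46, adjusted p = 0.72, rho = -0.13 with p = 0.64). Taken singly, PTPRC, CFLAR and EPHA7 had r = -0.81, -0.63 and -0.44 with testis weight. The component of cluster 6 thus does not stand for PTPRC and CFLAR. Within the diets r of cluster 12 was of opposite sign, 0.77 in well-fed and -0.52 in underfed sheep (exact permutation tests, p = 0.028 and 0.19, n = 8), and r of cluster 6 was 0.32 and -0.33 (exact permutation tests, p = 0.44 and 0.45, n = 8). Cluster 14, of 386 genes, had r = 0.72 (permutation test, p = 0.0020, adjusted p = 0.032) and rho = 0.62 (permutation test, p = 0.014). Without the 2 sheep farthest from the median testis weight, r of clusters 9, 2 and 14 was -0.77, -0.68 and 0.55. Within the well-fed sheep r was -0.15, -0.59 and 0.80 (exact permutation tests, p = 0.72, 0.13 and 0.020, n = 8). Within the underfed sheep r was -0.81, -0.35 and 0.44 (exact permutation tests, p = 0.015, 0.38 and 0.29, n = 8). For the other traits, cluster 9 had r = -0.75 with tubule diameter (permutation test, p = 0.0013, adjusted p = 0.032, rho = -0.78 with p = 0.00053), r = -0.81 with seminiferous epithelium volume (permutation test, p = 0.00039, adjusted p = 0.018, rho = -0.78 with p = 0.00075) and r = 0.66 with apoptotic germ cells per tubule (permutation test, p = 0.0015, adjusted p = 0.032, rho = 0.69 with p = 0.0043). Without the 2 sheep farthest from the median of each trait these were -0.63, -0.85 and 0.81. They were -0.13, -0.07 and 0.03 within the well-fed sheep and -0.54, -0.72 and 0.45 within the underfed sheep. For cluster 2 the same 3 traits gave r = -0.57, -0.71 and 0.53 (permutation tests, adjusted p = 0.14, 0.036 and 0.16). For cluster 14 they gave 0.51, 0.68 and -0.60 (permutation tests, adjusted p = 0.17, 0.0498 and 0.071). With apoptotic germ cells per tubule, r of cluster 14 was 0.87 within the well-fed and -0.53 within the underfed sheep (exact permutation tests, p = 0.0029 and 0.17, n = 8). With sperm number per testis cluster 9 had r = -0.24 (permutation test, p = 0.37, adjusted p = 0.64, rho = -0.36 with p = 0.17) and, without the 2 sheep farthest from the median, r = -0.58, and 0 clusters had r beyond 0.5 in size with p under 0.01. Cluster 5, of 1747 genes, was the one cluster whose r had an unadjusted p under 0.05, with r = 0.51 (permutation test, p = 0.043, adjusted p = 0.17) and rho = 0.69 (permutation test, p = 0.0037). By rho, clusters 1 and 3 also had an unadjusted p under 0.05, with -0.59 and -0.53 (permutation tests, p = 0.019 and 0.038). The r of cluster 5 was 0.61 without the 2 sheep farthest from the median (permutation test, p = 0.021), 0.34 within the well-fed and 0.42 within the underfed sheep (exact permutation tests, p = 0.42 and 0.31, n = 8). With diet means removed, 0 of 15 clusters had an adjusted p under 0.05 for testis weight, and 2 had an unadjusted p under 0.05.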

Among the 15 modules, only Module 11 was correlated with sperm number per testis (*r* = 0.56, *P* = 0.02; Fig. 3).

**Fig. 3:**
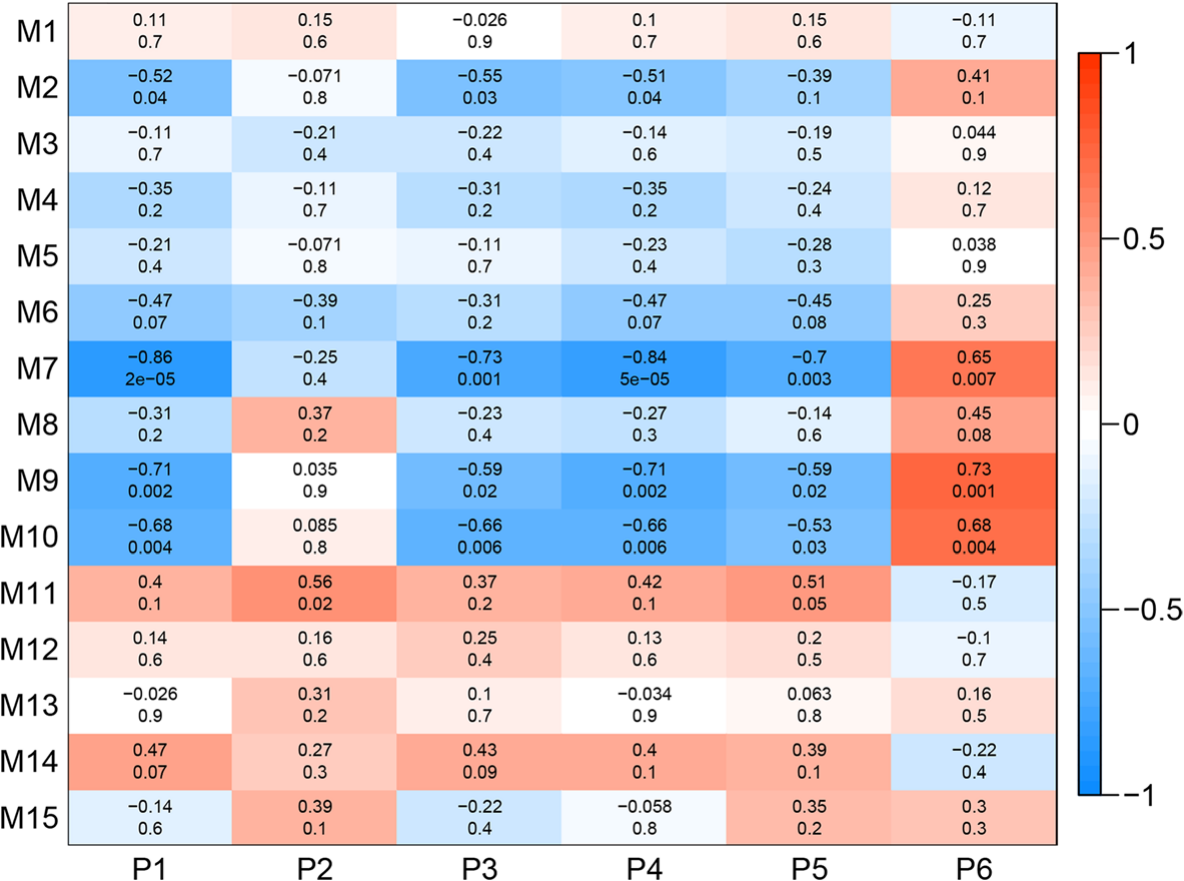
The relationships between gene modules and phenotypic traits in the testis of mature sheep. The y-axis shows the 15 gene modules constructed by weighted gene co-expression network analysis (WGCNA). The x-axis shows the phenotypic traits: P1 indicates testis weight (g); P2 indicates sperm number per testis; P3 indicates diameter of seminiferous tubule; P4 indicates volume of seminiferous epithelium (x 10^12^ μm^3^); P5 indicates change of scrotal circumference; P6 indicates apoptotic germ cells/tubule. In each cell of the table, the upper value shows the coefficient of correlation (r) between gene module and phenotypic trait, while the lower value indicates the statistical probability. Red to blue colouration of the cells indicates the transition from positive to negative correlation, as indicated by the colour bar

### Functional analysis for the genes in Modules 7, 9 and 10

Functional analysis suggested that genes in Modules 7 and 9 were associated with both spermatogenesis and apoptosis, but genes in Module 10 were only related to apoptosis. Specifically, in Module 7, 35 genes were related to spermatogenesis whereas 46 genes were associated with apoptosis. Six genes (*NFKBIL1*, *XRCC5*, *ERCC1*, *APP*, *BCAP31, RRAGA*) were related to both spermatogenesis and apoptosis. For Module 9, eight genes (*RXFP1*, *ITCH*, *ITGB1*, *XHD*, *TAF7L*, *WNT2*, *SPIN1, LNPEP*) were associated with spermatogenesis, whereas 16 genes (*CFLAR*, *TAF9B*, *CCK*, *VAV3*, *NR3C1*, *CDH13*, *CROP*, *CDKN1B*, *PTPRC*, *ATP7A*, *RTN3*, *HSPD1*, *ITM2B*, *F2R*, *MAP3K1, RAD21*) were associated with apoptosis, but no genes were common to spermatogenesis and apoptosis. For Module 10, four genes (*EPHA7*, *SCIN*, *NGFRAP1* and *MAP3K7*) were related to apoptosis. 

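BCAP31, CFLAR, PTPRC, F2R, MAP3K1 and EPHA7 were each expressed more in underfed than in well-fed sheep and passed both criteria for differential expression. APP was not analysed here. MAP3K1 (ENSOARG00000007392) was expressed at 103 ± 32.8 CPM (SD, n = 8) in underfed and 47.4 ± 12.6 CPM (SD, n = 8) in well-fed sheep, a log2 fold change of 0.91 (standard error 0.19, adjusted p = 0.018 from limma with Benjamini-Hochberg adjustment). Every underfed sheep had a higher value of MAP3K1 than every well-fed sheep (exact permutation test, two-sided, p = 0.00016, the smallest p that 8 sheep against 8 allow). The log2 fold changes were 0.67 for BCAP31, 0.80 for CFLAR, 0.80 for PTPRC, 0.83 for F2R and 0.91 for EPHA7, with adjusted p-values from limma between 0.034 and 0.059. Under the block on the replicate number the adjusted p-values of these 5 genes from limma were between 0.058 and 0.093. With each sheep left out in turn, F2R kept an adjusted p under 0.1 in 10 of 16 fits, and the other genes in all of them. In high diet replicate 1 CFLAR was lower than in the other well-fed sheep. EPHA7 had the lowest expression of the 6 genes, at 8.16 ± 0.992 CPM and 3.64 ± 1.70 CPM, with at least 17 reads in each library.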

Interestingly, of all the genes mentioned above, seven (*APP*, *BCAP31*, *CFLAR*, *PTPRC*, *F2R*, *MAP3K1*and *EPHA7*) were differentially expressed between nutritional treatments, indicating their pivotal roles in reproduction or apoptosis.

### miRNA-mRNA regulatory relationships

Putative miRNA-mRNA pairs were identified on the basis of target prediction and the negative regulatory effect of miRNAs on the expression levels of their target genes. 

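The miRNA data were not used here, and the values cover the mRNAs of the pairs. All 269 mRNAs listed in Table S4 were among the genes tested, and 215 of them passed both criteria for differential expression from limma with Benjamini-Hochberg adjustment, 173 expressed more and 42 less in underfed sheep. The table lists mRNAs chosen because they were differentially expressed, so a high number is built into the list. On library totals 213 passed. Without the threshold on the ratio of mean CPM the number moved most, to 251.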

A total of 940 miRNA-mRNA pairs (48 miRNAs, 269 mRNAs) were identified (Additional file 6: Table S4). Among these pairs, oar-novel-miR-33 and oar-novel-miR-31 paired with the highest number of mRNAs: oar-novel-miR-33 paired with 68 mRNAs and oar-novel-miR-31 paired with 52 mRNAs (Additional file 7: Figure S3). 

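All 68 mRNAs listed for the first of these miRNAs were higher in underfed sheep, with a median log2 fold change of 0.94, and 65 passed both criteria for differential expression from limma. All 52 mRNAs listed for the second were also higher, with a median log2 fold change of 0.91, and 50 passed. The paper kept pairs of differentially expressed mRNAs with a negative correlation to the miRNA, and gives both miRNAs as lower in underfed sheep. A shared upward direction, like the number passing, is thus largely built into these lists. On library totals, which raised the median of all genes tested, the medians were 1.10 and 1.06.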

IPA analysis indicated that the mRNAs in the negative pairs were mainly involved with organization of cytoplasm, cell morphology, abnormal morphology of the reproductive system, cell death and male infertility (Fig. 4a). In addition, these mRNAs were also involved in 76 signalling pathways, of which Sertoli cell-Sertoli cell junction signalling, germ cell-Sertoli cell junction signalling, androgen signalling, and apoptosis signalling were among the 15 most relevant (Fig. 4b). FOXO3 and PTEN were related to more than 8 functions out of 15 most common functions, we assumed these two genes may be crucial for testes function, therefore, they were selected for RT-qPCR validation. 

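FOXO3 (ENSOARG00000010741) was expressed at 63.5 ± 27.6 CPM (SD, n = 8) in underfed and 27.7 ± 16.0 CPM (SD, n = 8) in well-fed sheep, a log2 fold change, low diet over high diet, of 1.09 (standard error 0.30, adjusted p = 0.040 from limma with Benjamini-Hochberg adjustment). FOXO3 was higher in the underfed sheep of 6 of 8 same-numbered pairs. With the replicate number as a block the adjusted p from limma was 0.078. The paper's reported log2 fold change in Table S2 is 1.07.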

The expression of FOXO3 was higher in well-fed sheep than underfed sheep, while PTEN expression was lower in well-fed than underfed sheep.

**Fig. 4:**
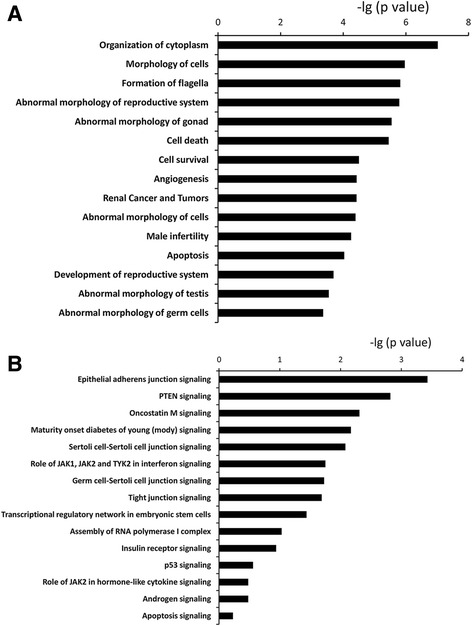
The 15 functions (**a**) and the 15 signalling pathways (**b**) most commonly related to the mRNAs in miRNA-mRNA regulatory relationships in sheep testis, as determined by IPA software. *P* value indicates the relevance of the function (lower value means greater relevance)

### Identification of alternative splicing events

We initially obtained 940,607 junctions from the 16 RNA-seq libraries with the Tophat2 software. Totally, 6376 alternative splicing events (∆PSI > 10% in at least one library and at least 20 reads mapped) were identified from these junctions (Additional file 8: Table S5). Among these alternative splicing events, 4,820 (75.6%) were previously annotated as known alternative splicing events in the Ensembl Database, which can be mapped to 2288 unique genes. Eight types of alternative splicing events were identified, including 1,131 cassette exons, 645 alternative 5′ splice sites, 578 alternative 3′ splice sites, 17 mutually exclusive exons, 86 coordinate cassette exons, 578 alternative first exons, 247 alternative last exons, and 2,810 intron retentions.

### Effects of nutrition on alternative splicing

We found 2551 ± 189 (Mean ± SEM) alternative splicing events in the High Diet group and 2455 ± 126 alternative splicing events in the Low Diet group (not significant). There was no difference as for the total number of each type of alternative splicing event between two groups (Fig. 5). PSI values from each diet group were used to test the differentially spliced genes between treatments, resulting 206 differentially spliced isoforms (21 alternative 3′ splice sites, 23 alternative 5′ splice sites, 34 alternative first exon, 17 alternative last exon, 86 cassette, 7 coordinate cassette exon, 8 intron retention events, *P* < 0.05, Wilcoxon test). These differentially spliced isoforms were mapped to 159 known unique genes, and DAVID functional analysis revealed the most common functions of these genes were related to RNA splicing and spermatogenesis (Fig. 6).

**Fig. 5:**
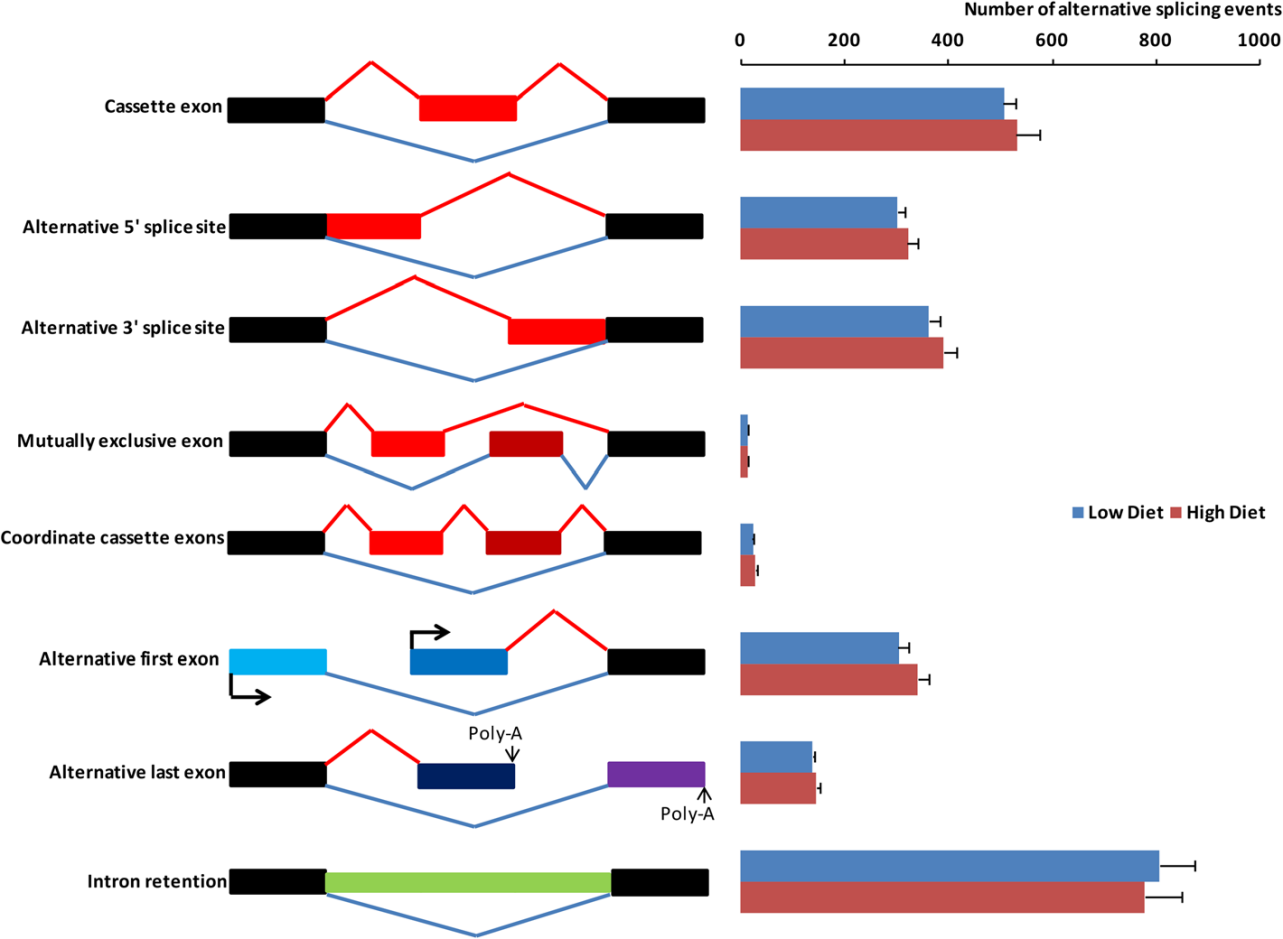
The counts of each type of alternative splicing event in testicular tissues from underfed and well-fed male sheep. Values = Mean ± SEM (*n* = 8). Most common alternative splicing events were cassette exon, intron retention, alternative first exon and alternative last exon. On the other hand, four types were not as common, they were alternative 3′ splice site, mutually exclusive exons, alternative 5′ splice site, coordinate cassette exons

**Fig. 6:**
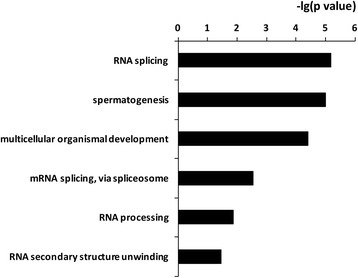
The top functions most commonly related to differential alternative splicing events in testis from sheep fed a high diet or a low diet. *P* value indicates the relevance of the function (lower value means greater relevance)

## Discussion

This study appears to be the first to profile the whole transcriptome in sheep testis, to construct the regulatory relationships between miRNAs and mRNAs in testis, to explore the relationships between pre-mRNA alternative splicing and testis function, and to link the gene modules with phenotypic traits related to spermatogenesis and apoptosis. In the context of an experimental model of reversible testis growth in the sexually mature male, we have been able to identify mRNAs that are associated with testis function and, more importantly, apoptosis in germ cells. These findings strongly support the hypothesis that the decline in spermatogenesis and increase in germ cell apoptosis induced by under-nutrition in the sexually mature male sheep are, at least, partially due to changes in mRNA expression and pre-mRNA alternative splicing.

We found over 2,000 mRNAs that were differentially expressed between treatments, with over 1,000 mRNAs, including *TP53* and *Claudin 11*, that were more highly expressed in underfed than in well-fed sheep. This result supports our previous observations based on qPCR [5]. A high level of *TP53* indicates more cells going through apoptosis [28], and this result is in agreement with our previous finding-more TUNEL positive cells were observed in testes from underfed than in well-fed sheep [10], so we conclude that under-nutrition increases apoptosis in germ cells. On the other hand, *Claudin-11* is a tight junction protein expressed in Sertoli cells and rarely in other cell types in the testis [29] and plays a central role in the formation of tight junctions [30, 31]. In testicular tissue from underfed sheep, increased expression of *Claudin 11* and disorganization of Claudin 11 protein strongly indicate the impairment of tight junctions [5]. In addition, in the present study, over 1000 mRNAs showed lower expression in underfed than in well-fed sheep, including *CYP51A1* and *SPATA4*. CYP51A1 is a member of the cytochrome P450 family and is expressed strongly by germ cells [32], illustrating its crucial role in spermatogenesis. Therefore, the lower level of *CYP51A1* expression in underfed sheep is coherent with the decrease in numbers of germ cells and defective spermatogenesis caused by undernutrition [10]. *SPATA4* has also been reported to be testis-specific and associated with spermatogenesis, and involved in maintaining spermatogenesis [33]. Therefore, the reduced expression of *SPATA4* in underfed sheep is also consistent with compromised spermatogenesis with under-nutrition.

The functional analysis using IPA revealed that, for mRNAs that are differentially expressed between nutritional treatments, the most common functions are quantity of germ cells, testis size, quantity of Sertoli cells and quantity of connective tissue cells. Thus, the differentially expressed transcriptomes are consistent with the reductions of testis mass and sperm production in underfed rams [10]. Among all the genes that were related to these functions, we considered the genes that were related to more than one function may be more important, such as *IGF1R*, *INHBA*, *TP53*. In the testes of adult mice lacking *IGF1R* in their Sertoli cells, there is a reduction in testis size and daily sperm production [34], indicating a role for *IGF1R* in control of sperm production by Sertoli cells. A protein product of the *INHBA* gene, activin A, is an important regulator of testicular cell proliferation [35]. As indicated above, *TP53* regulates spermatogenesis by inducing apoptosis [36]. 

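IGF1R (ENSOARG00000010005) was expressed at 63.8 ± 34.2 CPM (SD, n = 8) in underfed and 19.1 ± 12.6 CPM (SD, n = 8) in well-fed sheep, with ranges of 24.8 to 119 and 5.65 to 37.9 CPM. The log2 fold change, low diet over high diet, was 1.63 (standard error 0.36, adjusted p = 0.020 from limma with Benjamini-Hochberg adjustment). Without regard to pairs, the difference of mean log2 values had p = 0.0014 (exact permutation test, two-sided). The underfed sheep was the higher in 8 of 8 same-numbered pairs. The block on the replicate number gave an adjusted p of 0.049 from limma. With testis weight as a covariate the log2 fold change was 1.34 and no longer past the threshold (adjusted p = 0.85 from limma). The paper's reported log2 fold change in Table S2 is -1.65.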

We propose that, the expression of *IGF1R, INHBA* and *TP53* may be used as biomarkers of sperm production.

To further investigate the crucial genes in spermatogenesis and apoptosis, we looked at the relationships between these phenotypes and the gene modules that we discovered in the testis. We found five genes (*CFLAR*, *PTPRC*, *F2R*, *MAP3K1*, *EPHA7*) that appear to be crucial for apoptosis and two genes (*APP* and *BCAP31*) related to both apoptosis and spermatogenesis. More importantly, all seven of these genes were differentially expressed between nutritional treatments, suggesting that they played pivotal roles in the control of testis function. These conclusions are supported by previous studies. For example, *CFLAR* is involved in inhibition of the death receptor-activated pathway [37]; *MAP3K1* has both anti- and pro-apoptotic functions [38]; *EPHRINA5*-*EPHA7* complex induces apoptosis through *TNFR1* [39]. Therefore, these seven genes are potential biomarkers of spermatogenesis and apoptosis. Interestingly, the changes in these genes were associated with change in testis mass, raising the possibility that factors associated with change in testicular tissue, rather than direct effects of nutritional treatments on testicular tissue, are responsible for changes in spermatogenesis and apoptosis [5, 10]. 

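The log2 values of BCAP31, CFLAR, PTPRC, F2R, MAP3K1 and EPHA7 were correlated with the traits of Table S1, 36 relations in all, of which 6 are with the change in scrotal circumference, counted in the adjustment and not reported as pooled values. With testis weight PTPRC had r = -0.81 (permutation test, p = 0.00021, adjusted p = 0.0060) and rho = -0.83 (permutation test, p = 0.00018). MAP3K1 had r = -0.74 (permutation test, p = 0.0011, adjusted p = 0.0065) and rho = -0.68 (permutation test, p = 0.0050). BCAP31 had r = -0.72 (permutation test, p = 0.0016, adjusted p = 0.0065) and rho = -0.68 (permutation test, p = 0.0043). F2R had r = -0.68 (permutation test, p = 0.0053, adjusted p = 0.016) and rho = -0.63 (permutation test, p = 0.011). CFLAR had r = -0.63 (permutation test, p = 0.0089, adjusted p = 0.021) and rho = -0.70 (permutation test, p = 0.0037). For EPHA7 the relation was not past the 0.05 level, with r = -0.44 (permutation test, p = 0.090, adjusted p = 0.11) and rho = -0.43 (permutation test, p = 0.096). On library totals it was, with r = -0.57 (permutation test, p = 0.022, adjusted p = 0.030). Without the 2 sheep farthest from the median testis weight, r lay between -0.71 and -0.37 over the 6 genes, and the adjusted p of CFLAR and F2R was no longer under 0.05 (permutation tests, r = -0.51, p = 0.062, adjusted p = 0.079 and r = -0.56, p = 0.039, adjusted p = 0.064). Over all traits, without the 2 sheep farthest from the median of each, 18 of 36 relations had an adjusted p under 0.05, against 25 with all sheep. Testis weight differs between the diets, so r was also computed within each diet. Within the well-fed sheep it lay between -0.56 and 0.26, and the smallest p was 0.15 (exact permutation test, n = 8). Within the underfed sheep it lay between -0.74 and -0.09, and only PTPRC had p under 0.05 (exact permutation test, p = 0.022, n = 8). In underfed sheep PTPRC also had r = 0.78 with apoptotic germ cells per tubule and -0.68 with seminiferous epithelium volume (exact permutation tests, p = 0.0045 and 0.044). In well-fed sheep PTPRC and F2R each had r = -0.77 with sperm number (exact permutation tests, p = 0.0070 and 0.036). In the other diet these were -0.45, -0.35, 0.50 and 0.40. The other relations within a diet were not past the 0.05 level. With diet means removed, which moved the result most, 0 of 36 relations had an adjusted p under 0.05 and 3 had an unadjusted p under 0.05.

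**Figure D3:**
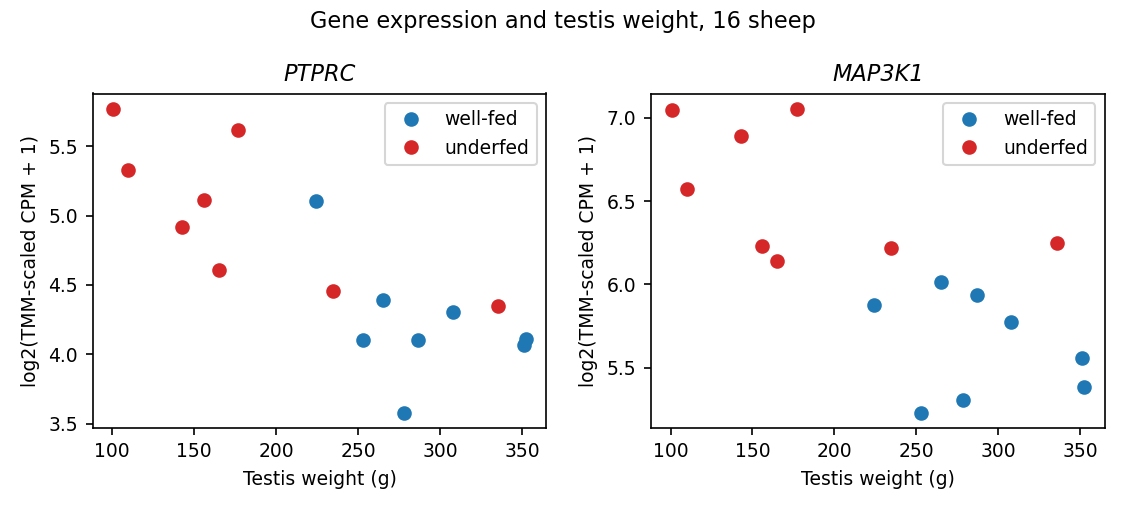
log2(TMM-scaled CPM + 1) of PTPRC and MAP3K1 (y-axis) against testis weight in g (x-axis), with 1 point per sheep coloured by diet. Over the 16 sheep r is -0.81 for PTPRC and -0.74 for MAP3K1, and most underfed sheep have lighter testes than the well-fed sheep.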

If this were to be the case, then the relationships between gene modules and phenotypes observed in the present study could be applied more generally to other factors that can cause changes in the testis mass, such as photoperiod, stress and temperament, or physical fitness.

In addition, this study further identified miRNA-RNA relationships which may regulate the above altered expression events. Of particular importance are oar-novel-miR-33 and oar-novel-miR-31 because they paired with the greatest number of mRNAs, indicating a crucial role in testis function. Novel-miR-33 is homologous to miR-296 that is specific to embryonic stem cells and has been reported to be highly conserved between species [40]. So far, there is no direct evidence for a role for miR-296 in testis function. However, one study proved that miR-296 was more highly expressed in mature testis than in immature testis, indicating a pivotal role in spermatogenesis in the adult. In addition, miR-296 was also defined as anti-apoptotic [41]. Therefore, the reduced expression of novel-miR-33 (miR-296) in underfed sheep [10] illustrates decreased testis function and increased cell apoptosis. By contrast, novel-miR-31 is homologous with miR-34 which has been shown to enhance germ cell phenotype during the late stages of spermatogenesis in other species [42]. In the current study, therefore, the lower level of novel-miR-31 in underfed sheep is coherent with the loss of germ cell function [10].

Nutritional treatment did not affect the total number of alternative splicing junctions, in contrast with some previous reports of nutritional effects on other biological processes [43, 44]. The lack of effect of nutritional treatment on the total number of alternative splicing junctions suggests that alternative splicing is a fine-tuner in the testis that stabilizes testis function, as suggested for other tissues [45, 46]. However, with respect to specific genes, we found 159 that were differentially spliced between high diet and low diet groups. Functional analysis of these genes indicated roles in RNA splicing and spermatogenesis, and suggests that nutrition affects spermatogenesis by changing pre-mRNA splicing. For example, the alternative splicing event for *CREM* (cAMP response element modulator) is alternative last exon. It has been reported that *CREM* mRNA exhibits a remarkable array of alternative splice variants [47]. For example, during male meiosis, the inactive *CREM* variant is switched to active *CREM* variant (by incorporation of transactivating domains) directed by alternative splicing. Therefore, in the mature male sheep, it is possible that nutrition affects the number of active *CREM* isoforms, potentially explaining the disruption of spermatogenesis in underfed sheep. Future studies on verification of alternative splicing events genes related to spermatogenesis detected by RNA-seq using qPCR and how such changes affect the activity, possibly involving construction of a shortened ‘minigene’ containing the regulated exons and splicing signals [48], will be required to better understand this process. In addition, it is essential to determine whether the changes in splicing can affect protein expression.

## Conclusions

In conclusion, we have identified two molecular mechanisms that could explain the effect of nutrition on spermatogenesis and germ cell apoptosis in the adult male: 1) nutrition-induced changes in the expression of mRNAs in sheep testis, the functions of the differentially expressed mRNAs are mainly related to spermatogenesis and germ cell apoptosis, an important regulator in these processes are the regulatory relationships between miRNAs and mRNAs; 2) nutritional treatment causes differences in pre-mRNA alternative splicing, and these changes are closely involved in spermatogenesis and germ cell apoptosis in testis. Some differentially spliced genes (*CREM and DDX4*), and testis phenotype related genes (*CFLAR*, *PTPRC*, *F2R*, *MAP3K1*, *EPHA7*, *APP* and *BCAP31*) should be able to work as potential biomarkers for spermatogenesis and apoptosis. To make the study move forward, confirming the predicted functions of these genes using *in vivo* and *in vitro* experiments are required.

## Additional files

Additional file 1: Table S1. Phenotypic traits of sheep testes used for WGCNA analysis. “H” indicates sheep fed with high diet, “L” indicates sheep fed with low diet. 

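Each row of the table is 1 sheep and each column a trait measured on its testes. In the paper's values testis weight is 289.85 ± 45.4 g (SD, n = 8) in well-fed and 178 ± 76.1 g (SD, n = 8) in underfed sheep (exact permutation test, two-sided, p = 0.0047). Seminiferous epithelium volume is 173 ± 39.3 and 76.1 ± 45.4 in the unit of the table (exact permutation test, two-sided, p = 0.0012, n = 8 per diet). Sperm number per testis is 4.07 ± 0.741 and 2.70 ± 2.05, a difference within the spread between sheep (exact permutation test, two-sided, p = 0.098, n = 8 per diet). Much of this spread comes from low diet replicate 2, at 7.23 against 1.23 to 3.88 in the other underfed sheep. The well-fed sheep ranged from 3.06 to 4.98, and the difference without replicate 2 was not tested.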

P1 indicates testis weight (g), P2 indicates sperm number per testis, P3 indicates diameter of seminiferous tubule, P4 indicates volume of seminiferous epithelium (x 1012 μm3), P5 indicates change of scrotal circumference (cm) and P6 indicates apoptotic germ cells/tubule.
Additional file 2: Figure S1. Transcription profiles plotted across the sheep genome, showing the distribution of the RNA-seq read density along the length of each chromosome. Each vertical blue line represents log2 of the frequency of reads plotted against the chromosome coordinates.
Additional file 3: Table S2. Differentially expressed mRNAs in testis from sheep fed a low or high diet (N = 8 for each treatment). Note: Fold change (FC) = CPM of low diet group/CPM of high diet group. CPM (Counts per million) = (mRNAs reads number/total reads number per library) × 1,000,000. The significant DE mRNAs were determined by false discovery rate (FDR) < 0.05. 

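With an adjusted p-value from limma under 0.05, 837 genes passed both criteria, 590 expressed more and 247 less in underfed sheep. The table could be read only in part, and all 1997 genes read from it were among the genes tested here. Of these, 1795 had an adjusted p-value from limma under 0.1 and 1522 also passed the ratio of mean CPM. The log2 fold change had the sign given in the table for every gene but 1, IGF1R. Across genes, which are not independent replicates, the log2 fold changes correlated at 0.992.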

(XLSX 168 kb)
Additional file 4: Table S3. The 10 most related function clusters of differentially expressed mRNAs by DAVID analysis. The lower p value indicates greater relevance.
Additional file 5: Figure S2. qRT-PCR validation of differentially expressed genes. mRNA expressions from qRT-PCR are shown by line graphs on the top and values are shown on the right Y-axis as relative expression (2-ΔΔCt). mRNA expressions from RNA-Seq are shown by bar graphs on the bottom and values are shown on the left Y-axis as log2 (normalised reads number). a, b - indicate the significant difference in the relative expression of mRNAs detected via qRT-PCR at *P*<0.05; A, B - indicate significant difference in the expression of mRNAs detected from RNA-seq at FDR <0.05. Data are presented as Mean±Standard deviation.
Additional file 6: Table S4. Identification of putative miRNA-mRNA pairs on the basis of target prediction and the negative regulatory effect of miRNAs on mRNA expression levels.
Additional file 7: Figure S3. Regulatory relationships for two pairs of miRNAs and mRNAs that were differentially expressed in sheep testis following nutritional treatment: oar-novel-miR-33 with 68 mRNAs, and oar-novel-miR-31 with 52 mRNAs.
Additional file 8: Table S5. Identification of alternative splicing events with Tophat2 software.

# Supplementary material for: Functional changes in mRNA expression and alternative pre-mRNA splicing associated with the effects of nutrition on apoptosis and spermatogenesis in the adult testis
**Source:** BMC Genomics. 2017 Jan 10;18:64. doi: 10.1186/s12864-016-3385-8
**Supplement:** Additional file 2: Figure S1. — Transcription profiles plotted across the sheep genome, showing the distribution of the RNA-seq read density along the length of each chromosome. Each vertical blue line represents log2 of the frequency of reads plotted against the chromosome coordinates.

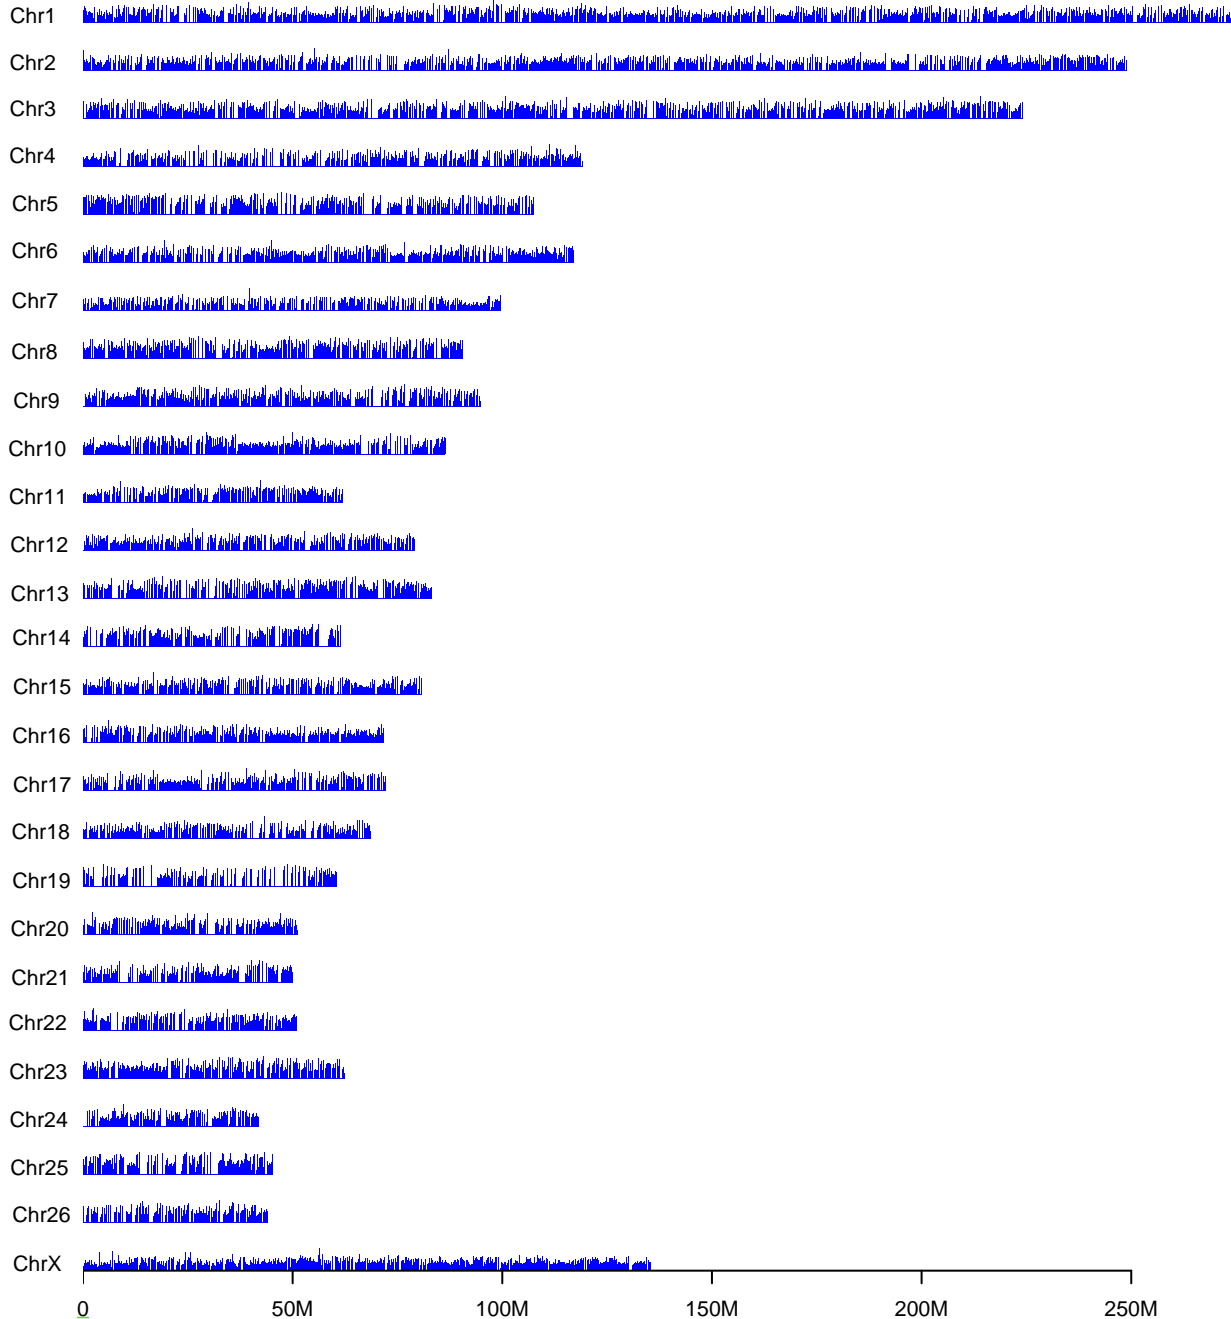

**Figure S1.** Transcription profiles plotted across the sheep genome, showing the distribution of the RNA-seq read density along the length of each chromosome. Each vertical blue line represents  $\log_2$  of the frequency of reads plotted against the chromosome coordinates.

# Supplementary material for: Functional changes in mRNA expression and alternative pre-mRNA splicing associated with the effects of nutrition on apoptosis and spermatogenesis in the adult testis
**Source:** BMC Genomics. 2017 Jan 10;18:64. doi: 10.1186/s12864-016-3385-8
**Supplement:** Additional file 5: Figure S2. — qRT-PCR validation of differentially expressed genes. mRNA expressions from qRT-PCR are shown by line graphs on the top and values are shown on the right Y-axis as relative expression (2-ΔΔCt). mRNA expressions from RNA-Seq are shown by bar graphs on the bottom and values are shown on the left Y-axis as log2 (normalised reads number). a, b - indicate the significant difference in the relative expression of mRNAs detected via qRT-PCR at P<0.05; A, B - indicate significant difference in the expression of mRNAs detected from RNA-seq at FDR <0.05. Data are presented as Mean±Standard deviation.

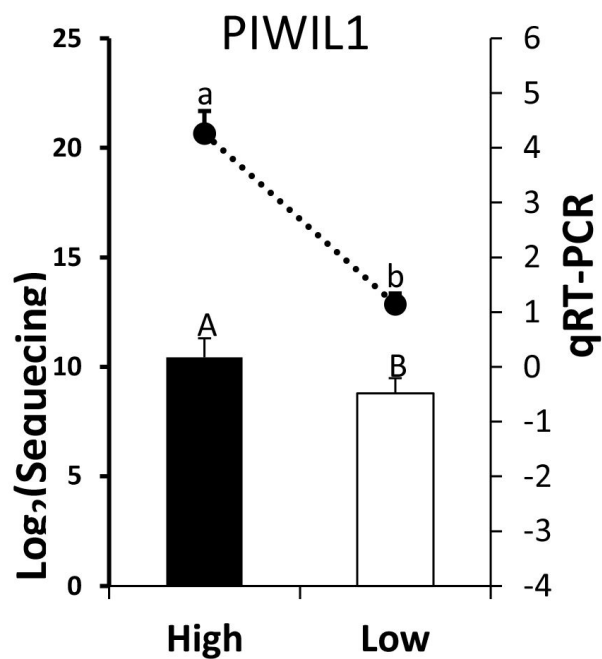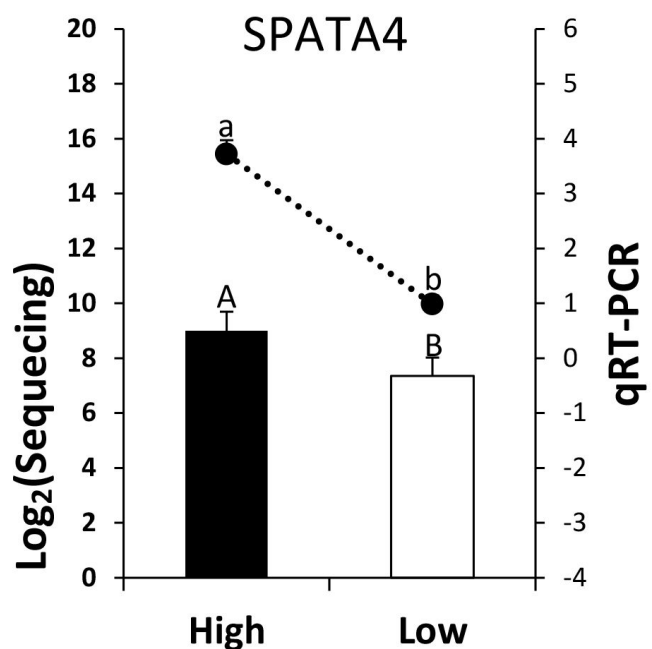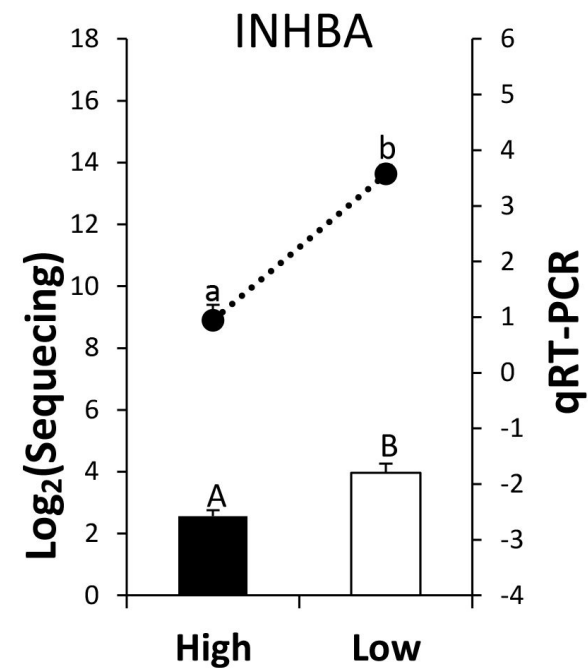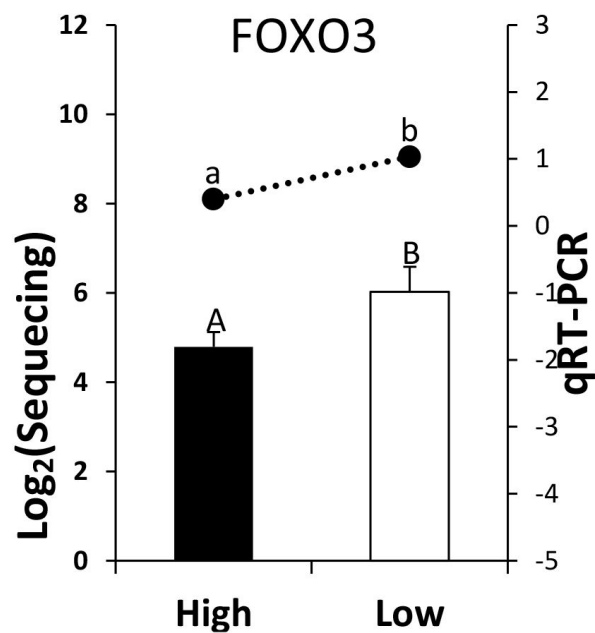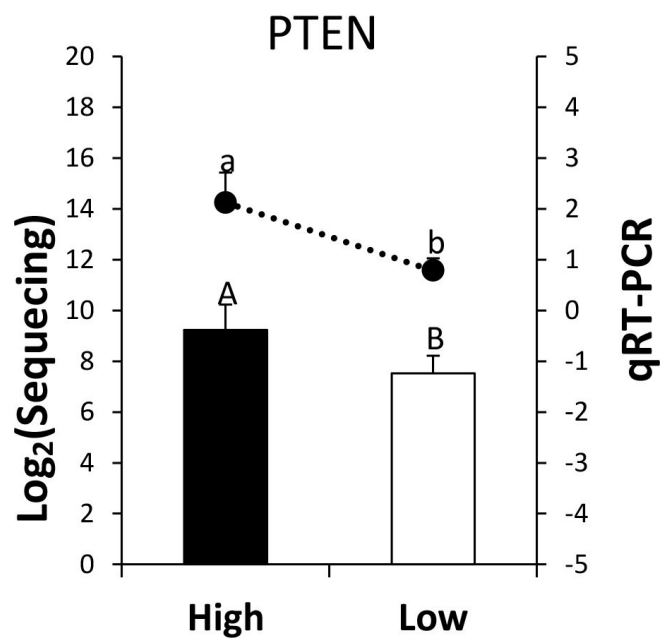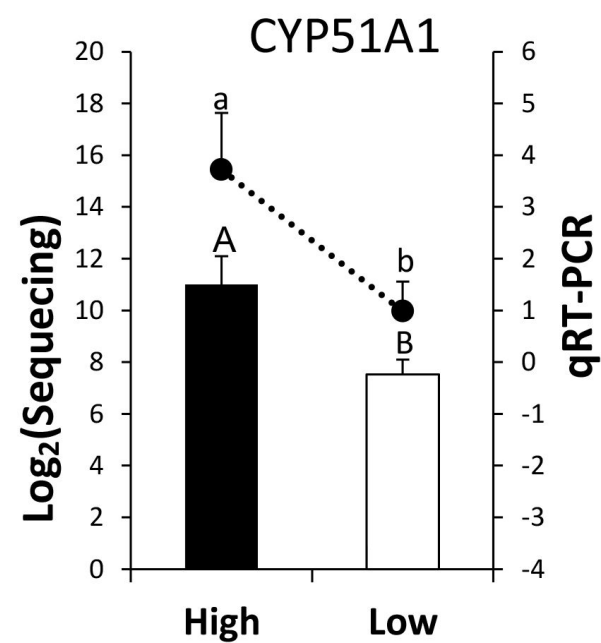

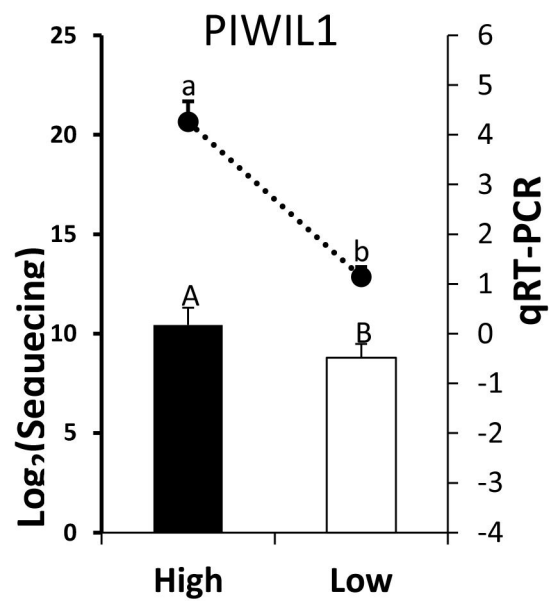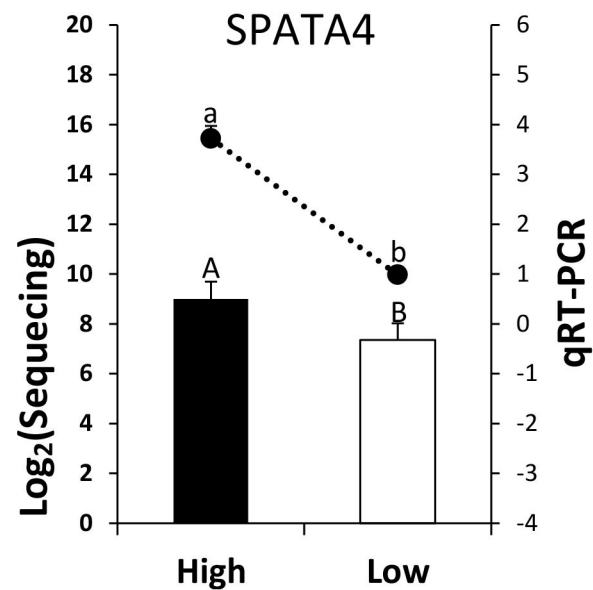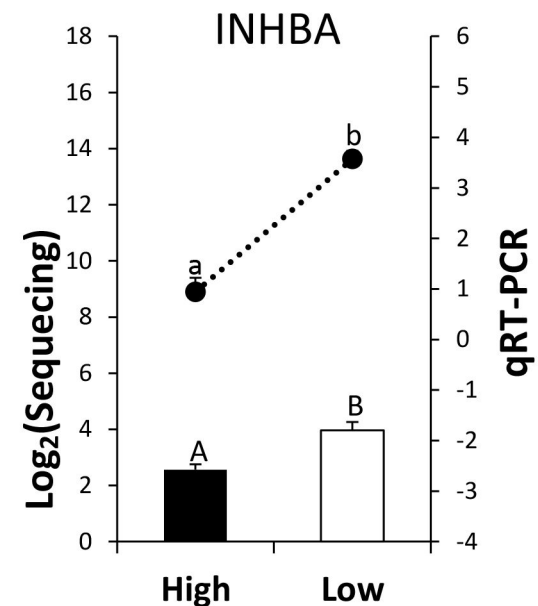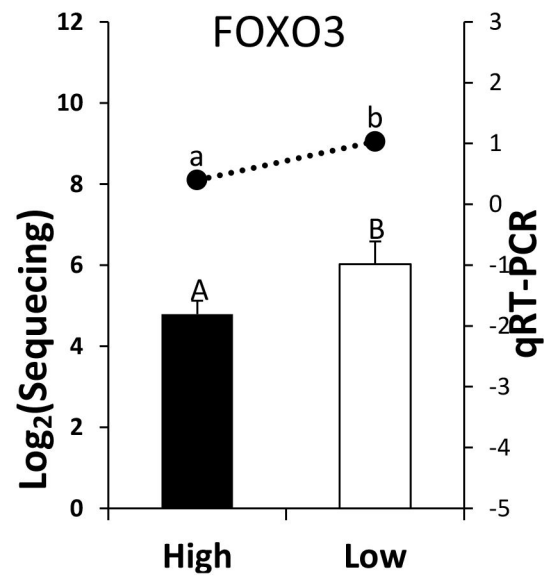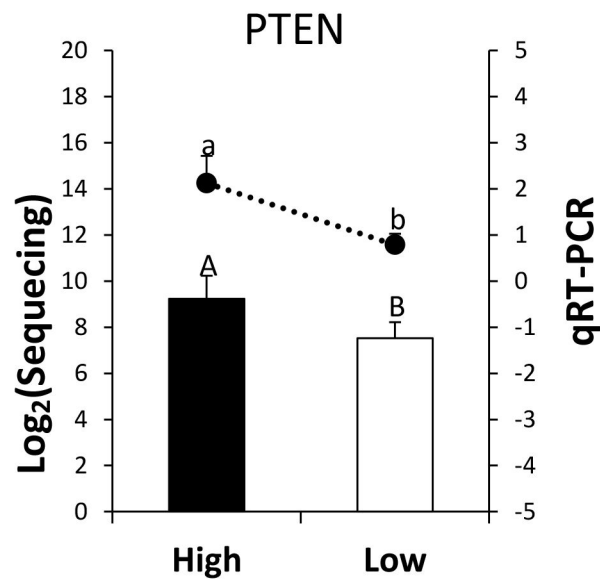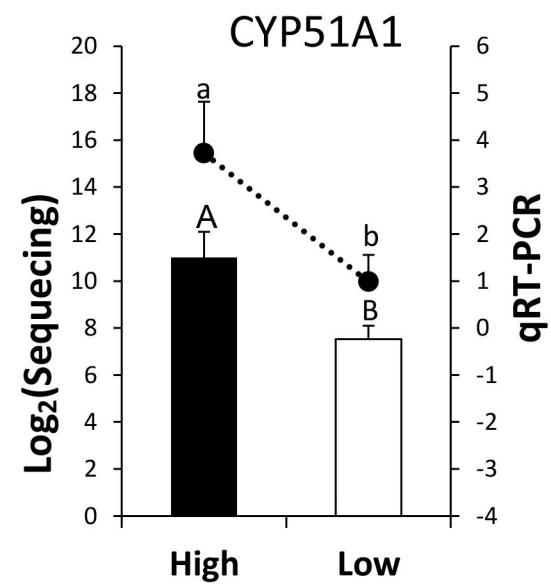

**Figure S2.** qRT-PCR validation of differentially expressed genes. mRNA expressions from qRT-PCR are shown by line graphs on the top and values are shown on the right Y-axis as relative expression ( $2^{-\Delta\Delta Ct}$ ). mRNA expressions from RNA-Seq are shown by bar graphs on the bottom and values are shown on the left Y-axis as  $\log_2$  (normalised reads number). a, b - indicate the significant difference in the relative expression of mRNAs detected via qRT-PCR at  $P < 0.05$ ; A, B - indicate significant difference in the expression of mRNAs detected from RNA-seq at  $FDR < 0.05$ . Data are presented as Mean  $\pm$  Standard deviation.

# Supplementary material for: Functional changes in mRNA expression and alternative pre-mRNA splicing associated with the effects of nutrition on apoptosis and spermatogenesis in the adult testis
**Source:** BMC Genomics. 2017 Jan 10;18:64. doi: 10.1186/s12864-016-3385-8
**Supplement:** Additional file 7: Figure S3. — Regulatory relationships for two pairs of miRNAs and mRNAs that were differentially expressed in sheep testis following nutritional treatment: oar-novel-miR-33 with 68 mRNAs, and oar-novel-miR-31 with 52 mRNAs.

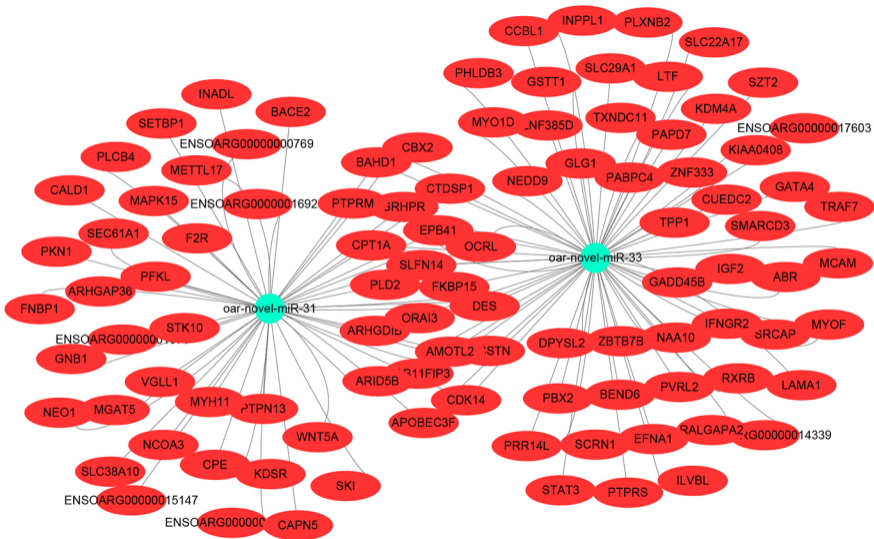

**Figure S3.** Regulatory relationships for two pairs of miRNAs and mRNAs that were differentially expressed in sheep testis following nutritional treatment: oar-novel-miR-33 with 68 mRNAs, and oar-novel-miR-31 with 52 mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

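Testicular RNA of 16 male sheep was sequenced, 8 on the high diet and 8 on the low diet, with 1 library per sheep. The authors aligned the reads to OAR3.1 with Tophat, counted reads on Ensembl genes with htseq-count, divided by the library total and deposited CPM for each sheep, without a gene filter. Diet and replicate number were taken from the sample labels and from Table S1, which uses the same names. The pairing of sheep by replicate number comes from these labels only, and the methods name no pairs.

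Every value was a whole multiple of what 1 read is worth, so reads were recovered from CPM, and 100% of values in each library came out whole. Totals were between 7646547 and 18230076 reads. Intervals on shares are Wilson intervals at 95%.

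The design fixed before the data were examined assumed counts and edgeR's quasi-likelihood test. The deposited values are CPM, so the diets were instead compared with limma (version 3.58.1, trend on) on log2(CPM divided by TMM factor + 1). The filter (CPM above 5 in at least 8 libraries), the adjusted p-value under 0.1 with Benjamini-Hochberg adjustment and the ratio of arithmetic mean CPM above 1.5 were kept from the design, which took them from the paper's methods. Results of several fits, among them limma with and without TMM factors, edgeR's quasi-likelihood and exact tests, and fold change criteria from different scales, had been seen before this fit was settled on. This fit departs from the test of the design because count tests were kept for counts as deposited. The design's own test was run on the recovered reads and is given as an alternative, added after the values were seen. TMM factors and the count tests on recovered reads were computed with edgeR (version 4.0.16) and DESeq2 (version 1.42.0) in R 4.3.3. The count tests are alternatives only.

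The genes named are those the paper names from these data and the 5 genes with the smallest p among those past both criteria in each direction, a rule set before the data were examined. Symbols came from Table S2, as far as it could be read, and Table S4, which give 1763 of 25197 identifiers a symbol. Of 44 genes listed from the paper, 14 had an identifier there, and the others were not analysed here. Results for some genes that the paper names are not reported here.

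Single values were compared between diets with exact permutation tests, two-sided, and with exact sign-flip tests over same-numbered pairs. Correlations over 16 sheep were tested with 100000 resamples and within a diet exactly (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15; figures with matplotlib 3.10.9). The trait values are those of Table S1. Module scores were not computed, because 1 of 6, 4 of 24 and 1 of 4 genes named for Modules 7, 9 and 10 had an identifier. Clusters by Ward's method were used in their place and chosen after the values were seen. Scores of cell type markers were void for the same reason, with 14 of 55 markers matched.

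Alternatives covered the normalization, the test, the filter, the pseudocount, the thresholds, depth, the replicate block, testis weight as a covariate, and leaving out each sheep. Those with the quasi-likelihood test, the smaller pseudocount of 0.1 CPM, the ratio of means of TMM-scaled CPM and other cluster settings were added after the data were seen.

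The test across genes was run on simulated data with 10661 genes past the filter, of which 10479 were unchanged. Each gene was drawn independently, whereas in the real data the first principal component held 59.6% of the variance. The rates below therefore need not carry over to the real data, where 2396 of 11148 genes had an adjusted p under 0.1. The simulation was revised once, because in its first version the count tests made the same calls. With limma, 51 of 86 genes with a log2 change of 1 and 93 of 96 with a log2 change of 2 were called, none in the wrong direction, and 8.86% of calls were false. The share of false calls was 16.5% with DESeq2, 15.3% with edgeR's exact test, 8.75% with edgeR's quasi-likelihood test and 8.81% with limma-voom, and of the 86 genes with a log2 change of 1 these called 63, 60, 53 and 52. In the simulated splicing data, 199 of 200 changed and 10 of 200 unchanged events had p under 0.05. The same large shift was added to every changed event and could exceed the range that PSI allows. Of the 47 real events with p under 0.05, 6 differed by more than 10 in mean PSI. The simulation therefore does not show how often changes of that size would be found.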

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

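Of 78 groups of 8 sheep, 7 held a sheep set apart from the other 7 by a gap beyond the 95% critical value of Dixon's test, where chance gives about 3.9. The tests of the second principal component below were chosen only after the result was seen.

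Low diet replicate 7 had a value of 78.3 on the second principal component of all genes tested, which held 14.3% of the variance, against -13.0 to 26.5 in the other underfed sheep. Without the 2 most abundant features the gap was 0.592 of the range, and with every library thinned to the smallest it was 0.570, both still beyond the critical value. Neither step could be expected to move a component of this many genes with CPM above 5, so these 2 values rule out nothing about composition or depth. Replicate 7 had 10739256 reads, within the range of the other underfed sheep, 7646547 to 14690953, so its depth does not set it apart. Over the other 15 libraries the component rose with the share of the most abundant feature (r = 0.90, permutation test, p = 2e-05; rho = 0.84, permutation test, p = 0.00017). Without the 2 libraries farthest from the median r was 0.79 (permutation test, p = 0.0014), and it was 0.87 within the well-fed sheep and 0.95 within the other 7 underfed sheep. The files do not name this feature, and the paper calls the most abundant transcript the small nuclear RNA 7SK. The line through the other 15 libraries gives 45.4 for replicate 7 at its share of 4.85%, beyond the highest share of the others, 3.94%. The observed value lay 32.9 above the line, 3.54 standard errors of prediction, where the others lay at most 9.38 from it. The share of this feature may thus account for part of the value of replicate 7 and not for all of it, and the remainder is unexplained. The line was extended beyond the shares it was drawn from. Among the genes with the largest loadings, U1, SNORA71 and SNORA74 had positive loadings, while another small nuclear RNA, U2, had a negative one, as did SYCP1, SYCP2, MSH4 and HFM1. The component was also correlated with the traits of Table S1. No r over the 16 sheep had an adjusted p under 0.05 (permutation tests, smallest 0.21). With apoptotic germ cells per tubule rho was 0.68 (permutation test, p = 0.0047) and r was 0.26. Within the diets this r was 0.79 in well-fed and -0.06 in underfed sheep. With tubule diameter rho was -0.54 (permutation test, p = 0.032) and r was -0.46. Whether a trait accounts for the value of replicate 7 was not tested.

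Low diet replicate 2 stood apart from the other underfed sheep in 3 of the paper's traits. Its sperm number per testis was 7.23 against 1.23 to 3.88, its change of scrotal circumference -1.60 against -5.20 to -3.50 cm, and its apoptotic germ cells per tubule 3.61 against 0.500 to 1.73. Low diet replicate 8 had a seminiferous epithelium volume of 175 against 29.7 to 92.5 in the unit of Table S1. These values are the paper's, and no explanation was tested for them.

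In single genes, on the log2(TMM-scaled CPM + 1) scale, CFLAR was 2.59 against 3.28 to 3.74 in high diet replicate 1 and ENSOARG00000011871 4.90 against 6.10 to 6.93 in low diet replicate 7. No explanation was tested for these values.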

How the results depend on the processing

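The number of differentially expressed genes, 1808, stayed within 1.5 times under library totals (2018), DESeq2 (2159), edgeR's exact test (1932), limma-voom (1855), a filter at CPM above 1 (2272), no filter (1880) and thinning to the smallest library (1772), and under 3 alternatives chosen after seeing the data, edgeR's quasi-likelihood test (1673), a pseudocount of 0.1 CPM (1786) and the ratio of means of TMM-scaled CPM (2035). With the replicate number as a block it was 1067 (692 higher and 375 lower in underfed sheep). With an adjusted p under 0.05 it was 837 (590 and 247). With testis weight as a covariate it was 0 (0 and 0), with 544 genes at an unadjusted p under 0.05. On library totals 1563 genes were higher and 455 lower in underfed sheep, against 1204 and 604 with TMM factors. The number of genes lower in underfed sheep rose from 604 to 1181 without the fold change threshold and to 948 with fold changes from edgeR. Dividing CPM by the TMM factors before taking the ratio of means, and changing nothing else, also gave 948 lower and 1087 higher (an alternative added after seeing the data), so the scaling behind the ratio accounts for the change from 604 to 948. Across the 16 fits that each left out 1 sheep the total ran from 674 to 2684, the genes higher in underfed sheep from 499 to 1803, and the genes lower from 175 to 912. The cause of the other changes was not tested, apart from the covariate.

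The difference in reads on genes was not past the 0.05 level as a difference of medians, -3113846 reads, and ran from -3598217 to -2358513 reads across the 16 sets that each left out 1 sheep, with p on both sides of 0.05. The difference in genes expressed per library was no longer past 0.05 when genes were counted from 1 read up, at 141 genes, or from 10 reads up, at 275 genes. These counts rise with depth, which was lower in underfed sheep. The difference in genes detected per diet fell to 130 with genes counted from 1 read up. The underfed sheep had more genes under each of these rules.

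Removing diet means left 0 of 36 relations between genes and traits with an adjusted p under 0.05, and 3 at an unadjusted p under 0.05, against 25 before. Of the 25, 5 are with the change in scrotal circumference, on which the diets did not overlap, and 20 of 30 are with the other traits. The correlation of EPHA7 reversed with testis weight, to 0.110, and with apoptotic germ cells per tubule, to -0.0703, and the other 10 of the 12 examined became smaller in size, 9 of them with an adjusted p no longer under 0.05. The clusters related to testis weight, 3 of 15, became 1 with 10 clusters and 1 with diet means removed, both chosen after seeing the data. The splicing events with p under 0.05, 47 of 519, became 109 of 1658 with events measured in at least 4 sheep of each diet and the normal approximation, and 6 with a difference above 10 in mean PSI. The cause was not tested.

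No named gene changed direction. Testis weight as a covariate took the adjusted p above 0.1 for 24 of 24 named genes, the replicate block for 3, library totals for 2, no filter for 3, and leaving out a sheep for 6. The share of the most abundant feature with unassigned reads included, the correlations of module scores with traits and the scores of cell type markers were not run.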

Differences from the paper's values

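The paper's number of genes expressed less in underfed sheep is 1162, and 604 were found here. Of the alternatives set before the data were examined, the number came within 1.5 times of the paper's without a fold change threshold (1181), with fold changes from edgeR (948), without high diet replicate 3 (818), without high diet replicate 7 (805) and without low diet replicate 1 (912). It did so too with the ratio of means of TMM-scaled CPM (948), an alternative chosen after seeing the values. The other alternatives, including the quasi-likelihood test and the pseudocount of 0.1 CPM chosen after seeing the values, did not close the gap.

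The paper's log2 fold change of IGF1R in Table S2 is -1.65, and 1.63 was found here. None of the alternatives closed the gap, and each gave a positive value.

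The paper's text gives more genes detected in the high diet group than in the low diet group. The files gave 14789 genes for the low diet group and 14074 for the high diet group, and more in the low diet group under each rule of detection tried. The mean number of genes with CPM above 1 per library, 14562 in underfed and 13850.2 in well-fed sheep, was close to the paper's number for the opposite diet. The text states that FOXO3 was higher in well-fed sheep. In the files the log2 fold change, low diet over high diet, was 1.09 for FOXO3, the direction given in Table S2. CYP51A1 and SPATA4 are listed in Table S2 as differentially expressed, and here their ratio of mean CPM was under 1.5 on library totals. On TMM-scaled CPM, an alternative chosen after seeing the values, the ratios were 1.68 and 1.59 and both genes passed, which closes this difference.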

Other observations

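The tests of the splits for the listed targets, of the splits drawn without regard to replicate numbers, of the pairing of library measures, of the depth grouping, of the covariate, and of the genes expressed in underfed sheep were chosen only after the results were seen.

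The number of differentially expressed genes was compared with other splits of the 16 libraries into groups of 8 that also part every same-numbered pair, and so differ from the diets in which pairs are exchanged. Of 100 splits, drawn from 128 and including the real one, 7 gave as many genes as the 1808 found. The median over the other splits was 0 genes, 89 of them gave none, and their median at an unadjusted p under 0.05 was 363 genes against 3617 for the diets. Exchanging the sheep of pairs 3 and 7 gave 4018 genes, of pair 7 3498, of pairs 2, 3 and 7 3133, of pairs 4, 5, 6 and 8 2415, of pairs 3, 4 and 7 2004, and of pair 3 1810. These splits leave 14, 12, 10 or 8 of the 16 sheep with their true diet for 1, 2, 3 or 4 exchanged pairs, so most still carry part of the contrast between diets. Of the 26 splits that leave 8, and so carry none of it, 1 gave as many genes. Same-numbered sheep did not deviate together in expression, but their numbers of reads rose together in part, with r = 0.66 over 8 pairs (exact permutation test over 40320 matchings, one-sided p = 0.041, two-sided p = 0.082, adjusted p = 0.20 over 3 measures), rho = 0.50 (exact permutation test, two-sided, p = 0.22) and r = 0.71 without the 2 pairs farthest from the median. The other 2 measures, genes with CPM above 1 and the share of the most abundant feature, had r = 0.05 and -0.58 (exact permutation tests, two-sided, p = 0.91 and 0.13). A pairing by number is thus neither shown nor ruled out. Splits were also drawn without regard to it, a comparison that holds only if the numbers do not pair the sheep. Of 100 such splits from 6435, 1, the real one, gave as many genes, 99 gave none, and their median at an unadjusted p under 0.05 was 181 genes. Further splits, looked at while the code for the splits was checked, are not counted here. None of those gave as many genes as the diets, but many genes passed in 1 of them. The comparison came out differently with and without the pairs kept apart, and the reason was not tested. The first comparison, which allows for a pairing, leaves a grouping other than diet open. The first principal component of the genes tested held 59.6% of the variance, and the diets overlapped on it. Its values ran from -104 to 42.1 in well-fed and from -29.7 to 74.1 in underfed sheep. It was higher in the well-fed sheep of pairs 3 and 7, and in the underfed sheep of every other pair. Exchanging pairs 3 and 7 gave the most genes, 4018. Whether the counts over the splits follow this component was not tested. With every library thinned to the smallest, 1772 genes passed, but the genes tested have CPM above 5 and thinning hardly moves their values, so this rules out little. A grouping of the 4 deepest against the 4 shallowest libraries of each diet, with diet as a block and 4358825 reads between the means, gave 0 genes and 246 at an unadjusted p under 0.05. The diets, with this grouping as a block, gave 1776. A difference in depth of this size within the diets thus did not give such a count.

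With testis weight as a covariate 0 genes passed. Testis weight was lower in underfed sheep. With the weights shuffled among the sheep of each diet, 62 of 100 fits, the real one included, also gave 0 genes. The count at an unadjusted p under 0.05 was 544 for the real weights and 1836 in the median of the other fits, and 12 of 100 fits gave as few. The loss of genes may come from any covariate that differs between the diets in this way, and it cannot be told apart from an effect of testis weight itself.

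More genes were expressed in underfed sheep at equal depth (exact permutation test, two-sided, p = 0.0331), but not past the 0.05 level with the replicate block (exact sign-flip test, p = 0.070), or as a difference of medians (exact permutation test, p = 0.054), and not in every set that left out 1 sheep (exact permutation tests, p up to 0.069). With 1000000 reads drawn from each library these 3 gave p = 0.023, 0.022 and up to 0.023, with 4000000 reads p = 0.047, 0.018 and up to 0.048, and with 7000000 reads p = 0.070, 0.047 and up to 0.067, each from the same exact tests. The underfed sheep also had fewer reads, which lowers the number of genes counted, so the higher number in them is not explained by depth. The 3000 most abundant genes took 77.5% ± 2.02 (SD, n = 8) of reads in well-fed and 74.0% ± 2.00 (SD, n = 8) in underfed sheep (exact permutation test, two-sided, p = 0.0047). At an equal number of reads outside these genes, the difference was 299 genes, against 507 with every library thinned to the smallest. It was not past the 0.05 level (exact permutation test, two-sided, p = 0.0894). The underfed sheep was still the higher in 7 of 8 same-numbered pairs. A smaller share of reads on the most abundant genes may thus account for part of the difference. Whether it accounts for all of it cannot be told from a p above 0.05 with 8 sheep per diet. This share may itself be biological or technical, and the test does not part these.

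If 2 mRNAs each correlate with one miRNA below the threshold stated in the paper's methods over the same 16 sheep, they must correlate with each other at 0.62 or more. Of 15335 pairs of mRNAs listed for the same miRNA in Table S4, 2266 (14.8%) had a lower r in CPM, down to -0.0685. The listed pairs therefore do not all meet that threshold in these CPM values. The scale on which the paper computed the correlations was not tested beyond log2 values, which gave 2361. For the mRNAs of Table S4, 1 of 100 splits, the real one, gave as many as 215 differentially expressed, but they were listed because they differ between diets, so the test could not have come out otherwise.

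Table S5 could be read only in part, so the counts below cover a part of the events the paper reports. Of 1691 splicing events read from it, 519 had a PSI value in all 16 sheep. An exact rank-sum test gave p under 0.05 for 47 events (9.06%), and 0 had an adjusted p under 0.1, the smallest being 0.161. Of 100 splits of the sheep, the real one included, 12 gave as many events, with a median of 25 and a maximum of 84 in the others. How many sheep these splits leave with their true diet was not examined, so some may still carry part of the contrast between diets. A grouping other than diet is thus left open and not shown. The PSI values are the paper's.

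DDX4 had a log2 fold change of -0.74 (adjusted p = 0.052 from limma with Benjamini-Hochberg adjustment) and SPATA6 of -0.61 (adjusted p = 0.068 from limma), each lower in the underfed sheep of 7 of 8 same-numbered pairs. The ratio of mean CPM, well-fed over underfed, was under 1.5 for both on library totals (1.47 and 1.34) and above it on TMM-scaled CPM (1.69 and 1.53), and with the replicate block the adjusted p from limma was 0.098 for DDX4 and 0.12 for SPATA6. On library totals this adjusted p was 0.076 and 0.107, and without a filter 0.089 and 0.13. With each sheep left out in turn, it stayed under 0.1 in 11 of 16 fits for DDX4 and 9 for SPATA6.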
